# CD47-Dependent Regulation of Immune Checkpoint Gene Expression and MYCN mRNA Splicing in Murine CD8 and Jurkat T Cells

**DOI:** 10.3390/ijms24032612

**Published:** 2023-01-30

**Authors:** Sukhbir Kaur, Duha Awad, Richard P. Finney, Thomas J. Meyer, Satya P. Singh, Margaret C. Cam, Baktiar O. Karim, Andrew C. Warner, David D. Roberts

**Keywords:** adaptive immunity, tumor microenvironment, immune checkpoints, CD47, thrombospondin-1, n-Myc, alternative splicing, cytotoxic T cells

## Abstract

Elevated expression of CD47 in some cancers is associated with poor survival related to its function as an innate immune checkpoint when expressed on tumor cells. In contrast, elevated CD47 expression in cutaneous melanomas is associated with improved survival. Previous studies implicated protective functions of CD47 expressed by immune cells in the melanoma tumor microenvironment. RNA sequencing analysis of responses induced by CD3 and CD28 engagement on wild type and CD47-deficient Jurkat T lymphoblast cells identified additional regulators of T cell function that were also CD47-dependent in mouse CD8 T cells. MYCN mRNA expression was upregulated in CD47-deficient cells but downregulated in CD47-deficient cells following activation. CD47 also regulated alternative splicing that produces two N-MYC isoforms. The CD47 ligand thrombospondin-1 inhibited expression of these MYCN mRNA isoforms, as well as induction of the oncogenic decoy MYCN opposite strand (MYCNOS) RNA during T cell activation. Analysis of mRNA expression data for melanomas in The Cancer Genome Atlas identified a significant coexpression of MYCN with CD47 and known regulators of CD8 T cell function. Thrombospondin-1 inhibited the induction of TIGIT, CD40LG, and MCL1 mRNAs following T cell activation in vitro. Increased mRNA expression of these T cell transcripts and MYCN in melanomas was associated with improved overall survival.

## 1. Introduction

The identification of signaling pathways that limit the activation of innate and adaptive immune responses and therapeutics that block these pathways, known as immune checkpoint inhibitors (ICI), has resulted in dramatic improvements in long-term survival for some cancers [1]. ICI targeting the PD-1 and CTLA4 immune checkpoints on CD8 T cells or their counter-receptors have become the standard of care for treating immunogenic cancer, such as cutaneous melanoma, but many patients fail to respond [2]. This has encouraged efforts to identify additional immune checkpoints and new ICI that could expand the number of patients and cancer types that benefit from ICI therapy. 

Thrombospondin-1 (TSP1) is a secreted matricellular protein that inhibits T cell activation by engaging its receptor CD47 [3,4,5,6,7,8]. Antibody blockade or antisense knockdown of CD47 increases T cell receptor-dependent killing of tumor cells by CD8 T cells in vitro and in vivo [9,10]. Antisense knockdown of CD47 can delay the growth of some cancers in immune-competent mice, but tumor ablation and increased long-term survival have been achieved only by combining with local tumor irradiation, cytotoxic chemotherapy, or anti-CTLA4 or anti-PD-1 ICI [8,9,10,11,12]. 

In addition to its function as an adaptive immune checkpoint on T cells, elevated CD47 expression on tumor cells can serve as an innate immune checkpoint by engaging its counter receptor signal regulatory protein-α (SIRPα), which is expressed on macrophages, neutrophils, dendritic cells, and activated NK cells [13,14,15]. Humanized antibodies and other biologics that serve as decoys to target the CD47/SIRPα pathway have entered human clinical trials, and anecdotal evidence for efficacy has been reported in phase 1 trials when combined with other targeted therapies [16,17,18,19,20]. 

To further develop ICI targeting CD47, we need to better understand the functions of its interactions with TSP1 and SIRPα in the tumor microenvironment. Although the loss of either CD47 or TSP1 in the tumor microenvironment greatly enhanced tumor ablation by ionizing radiation in several immune-competent cancer models [10,21], we also found that, in the absence of tumor irradiation, B16 melanomas grew moderately faster in *cd47^−/−^* mice [22]. This was associated with transcriptome alterations, indicating that the absence of CD47 leads to increased exhaustion of NK cells and CD8 T cells in tumor-bearing *cd47^−/−^* mice [22,23]. This may involve the effects of CD47 signaling in immune cells on metabolism and integrin signaling pathways required for T cell differentiation, activation, and migration [5,24,25,26]. In addition, we found changes in the expression of immune checkpoints, including PD-1 and TIGIT on *cd47^−/−^* CD8 cells in the tumor microenvironment that could impair their function and suggest crosstalk between CD47 signaling and other immune checkpoint pathways [23]. 

Here, we have applied RNAseq analysis to further define CD47-dependent transcriptome changes during T cell activation in vitro and examined the potential relevance of these findings using cBioPortal tools to examine correlations between CD47-dependent gene expression and survival in cutaneous melanomas in The Cancer Genome Atlas (TCGA). 

## 2. Results

### 2.1. CD47 Regulates mRNA Expression of T Cell Activation Markers in Jurkat T Lymphoblasts

Our RNAseq analysis of mouse CD8 T cells identified 199 CD47-dependent genes that are involved in CD8 cell responses to viral infection in mice [23,27]. 

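RNA was sequenced from Jurkat T lymphoblasts, a human T cell leukemia line, and from JinB8, the CD47- mutant line derived from them. Each line gave 10 libraries. In each line, 1 library came from untreated cells at 1 h, and 1 library at each of 1, 3 and 6 h came from cells plated on anti-CD3 and anti-CD28 antibodies (CD3+CD28), from cells plated on both antibodies in the presence of thrombospondin-1 (CD3+CD28+TSP1), and from cells treated with TSP1 alone. Each condition was sequenced once, so the values of a line are given as the mean ± SD over its 10 libraries, and the SD includes differences between treatments and time points. TSP1 was added at 1 μg/mL and anti-CD28 was coated at 4 μg/mL. The paper gives 2 μg/mL for anti-CD3, and the sample descriptions give 2 mg/mL. The authors aligned trimmed reads to GRCh38 with STAR and counted them with RSEM on GENCODE version 36, and the values used here are the resulting expected counts per gene and per isoform, without normalization. Between 16107921 and 31737616 counts per library were assigned to genes, with a median of 23970039 in WT and 23502468 in CD47- cells. Expression is given as CPM, with library totals scaled by the TMM method of edgeR, and 16327 of 60719 genes passed its low-count filter with a minimum count of 10. Log2 fold changes between the lines are CD47- relative to WT and were tested with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. The 10 libraries of a line served as its replicates in this test. Its p-values therefore measure spread over treatments and time points, and not spread between cultures or clones. CD47 itself, on chromosome 3 of GRCh38 from 108043091 to 108091862, was present at 317 ± 42.1 CPM in WT and 147 ± 12.6 CPM in CD47- cells, a log2 fold change of −1.10 (SE 0.0784, adjusted p = 1.05e-10). It was lower in 10 of the 10 pairs of libraries matched for treatment and time point.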

To identify additional CD47-dependent genes, RNA sequencing was performed using WT and CD47^−^ Jurkat T lymphoblasts and analyzed using the NIDAP platform (GEO accession number GSE218256). We identified transcripts that differ basally between WT and CD47^−^ cells (Supplementary Figure S1D) and transcripts that respond differently to the engagement of CD3 and CD28 in the presence or absence of TSP1. 

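Across all 20 libraries, 6596 of the 16327 genes tested (40.4%) differed between the lines at an adjusted p of 0.05, with 3229 higher and 3367 lower in CD47- cells. Without adjustment, 7875 genes had a p under 0.05. At the threshold printed on Supplementary Figure S1D, an unadjusted p of 0.001 and an absolute log2 fold change over 1, 1709 genes passed, 1064 of them higher and 645 lower in CD47- cells. The alternative that moved the first count most compared only the 4 pairs of libraries without activation, which gave 2706 genes. Among genes with a mean log2 CPM of at least 1 that changed the same way in all 10 pairs, the 5 with the largest increases in CD47- cells were AP003900.1, FSTL5, MAGEB1, ECRG4 and ZNF486, with log2 fold changes from 6.68 to 8.73. The 5 with the largest decreases were H3C3, CLEC2B, H2BC3, ZNF544 and ZNF738, with log2 fold changes from −8.72 to −7.66. In the line where each of these genes was lower, its counts summed over 10 libraries lay between 6 and 125, so the size of the change depends on the prior count of the model.

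Responses to treatment were tested in 1 model with a term for each treatment and each time point in each line. In WT cells, 15 genes were higher with CD3+CD28+TSP1 than with TSP1 alone over 1, 3 and 6 h, and none was lower. The genes with the smallest p were FOS (log2 fold change 1.39, SE 0.169, adjusted p = 0.0143 by edgeR), SCG2 (1.68, SE 0.212, adjusted p = 0.0143 by edgeR) and EGR1 (2.03, SE 0.281, adjusted p = 0.0184 by edgeR). This count was 201 without a low-count filter, and leaving out 1 library at a time gave from 0 genes, without the WT library given CD3+CD28+TSP1 at 3 h, to 42 genes, without the WT library given TSP1 at 6 h. Of 13 tested genes of a fixed list of 16 genes of T cell activation, 6 were among the 15 and 10 passed adjusted over the list alone. In CD47- cells 0 passed either way, and edgeR called 0 genes of all in the same comparison, as did DESeq2 and limma voom, and 2636 genes had an unadjusted p under 0.05. Without a low-count filter edgeR called 538 genes in CD47- cells, more than in WT cells, so the order of the lines in these counts depends on the filter. The unfiltered counts carry little weight, because that fit gave very small p-values at unchanged effect sizes. For the difference between the lines in the CD69 response, it kept the log2 value of −2.27 but gave an edgeR adjusted p of 5.36e-54 from 3 libraries per group. The comparison of CD3+CD28 with untreated cells, of which 1 library exists at 1 h only, gave 0 genes in WT cells by edgeR and limma voom and 7 by DESeq2, with 1359 at an unadjusted p under 0.05 in edgeR. In CD47- cells it gave 0 genes by edgeR and limma voom and 2 by DESeq2, with 657 at an unadjusted p under 0.05 in edgeR. Of the 13 tested genes of the activation list, 13 were higher with CD3+CD28 than in untreated WT cells, with a median log2 fold change of 1.2. In CD47- cells 9 of the 13 were higher, with a median of 0.106. Both values rest on 1 untreated library per line. For CD3+CD28+TSP1 against CD3+CD28, edgeR and limma voom called 0 genes in WT cells and DESeq2 called 1. In edgeR, 366 genes had an unadjusted p under 0.05. All 3 tools called 0 genes for this comparison in CD47- cells, where 1771 had an unadjusted p under 0.05 in edgeR.

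The difference between the lines in these responses was tested by the interaction of line and treatment. For the effect of TSP1 on activated cells, edgeR, DESeq2 and limma voom called 0 genes, and 393 had an unadjusted p under 0.05 in edgeR. For activation in the presence of TSP1, edgeR and limma voom called 0 genes and DESeq2 called 4, with 1048 at an unadjusted p under 0.05 in edgeR. In simulated data with these library sizes, the line comparison recovered 81.5% of genes changed 1.5-fold and 98.5% of genes changed 2-fold. The comparison of CD3+CD28+TSP1 with CD3+CD28 in WT cells recovered 54.8% of genes changed 1.5-fold and 80.8% of genes changed 2-fold. Each simulated gene had the spread fitted for its abundance, and the simulated lines had no change with time. Real genes differ in spread at the same abundance, so recovery in the real data can be lower. From the comparison of the lines and the comparisons of treatments, the paper states that some transcripts differ basally and others respond differently to CD3 and CD28 engagement, and it took genes that differ between the lines on to real-time PCR.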

(Supplementary Figure S1, Data S1). 

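TNF, which encodes the cytokine TNFα, lies on chromosome 6 of GRCh38 from 31575565 to 31578336. Its mRNA was present at 1.83 ± 1.00 CPM in WT and 17.9 ± 5.59 CPM in CD47- cells (SD, n = 10 libraries per line), a log2 fold change of 3.30 (SE 0.288, edgeR adjusted p = 3.25e-09). PREX1, a guanine nucleotide exchange factor on chromosome 20 from 48624252 to 48827999, rose from 17.7 ± 4.32 CPM in WT to 48.7 ± 11.2 CPM in CD47- cells, and its log2 fold change was 1.46 (SE 0.148, edgeR adjusted p = 3.47e-08). The chemokine receptor gene CCR9, on chromosome 3 from 45884425 to 45903174, was at 6.57 ± 2.36 CPM in WT and 1.25 ± 0.411 CPM in CD47- cells. CCR9 mRNA was thus lower in the mutant, with a log2 fold change of −2.38 (SE 0.241, edgeR adjusted p = 3.7e-08). The recombinase gene RAG1, on chromosome 11 from 36510372 to 36593156, fell from 356 ± 146 CPM to 8.26 ± 1.80 CPM, a log2 fold change of −5.43 (SE 0.241, edgeR adjusted p = 3.79e-14). Each of the 4 genes moved in the stated direction in 10 of 10 matched pairs.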

TNF, CCR9, PREX1, and RAG1 were selected as representative up and downregulated genes between CD47^−^ and WT Jurkat T cells, and were validated using quantitative real-time PCR (Figure 1A–D). 

### 2.2. CD47 Preferentially Regulates Expression of the MYC Gene Family Member MYCN in Mouse CD8 T Cells

Consistent with our previous observations of a CD47-dependent enrichment of an MYC target signature in mouse CD8 T cells [23] and CD47-dependent regulation of MYC expression in mouse CD8 T cells and Jurkat T lymphoblasts [28], MYC mRNA in the RNAseq was increased 2.1-fold in CD47^− ^ relative to WT Jurkat cells (Figure 1E and Supplementary Data S1). However, the other two members of the *MYC* gene family, MYCN (12-fold) and MYCL (3.5-fold) were also elevated in CD47^−^ Jurkat cells relative to WT. 

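MYC lies on chromosome 8 of GRCh38 from 127735434 to 127742951. Its mRNA was present at 45.6 ± 27.0 CPM in WT and 101 ± 54.3 CPM in CD47- cells (SD, n = 10 libraries per line), with 463 to 2552 counts per WT library. The 2.21-fold difference, a log2 fold change of 1.15 (SE 0.324), had an adjusted p of 0.00673 in the edgeR quasi-likelihood test, and MYC was higher in CD47- cells in 10 of 10 matched pairs. Most of the spread within a line followed the time point. In WT cells MYC rose from 27.1 ± 3.77 CPM at 1 h (SD, n = 4) to 84.1 ± 0.857 CPM at 6 h (n = 3), and in CD47- cells from 54.6 ± 6.93 to 177 ± 3.86 CPM. With only the libraries of the 4 unactivated pairs, fitted without a term for pair or time, the log2 fold change was 1.02 and no longer passed the threshold (edgeR adjusted p = 0.156), although MYC was higher in CD47- cells in each of these pairs, by 0.63 to 1.16. With the other filters, models, tools and normalizations and with the 6 activated pairs it lay between 1.15 and 1.25 and passed the threshold. With 1 library left out at a time it lay between 1.01 and 1.30, with edgeR adjusted p-values from 0.00281 to 0.0158.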

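MYCN, on chromosome 2 of GRCh38 from 15940550 to 15947007, had 13 to 23 counts per WT library and 188 to 309 per CD47- library. These counts correspond to 0.819 ± 0.158 CPM in WT and 10.5 ± 2.10 CPM in CD47- cells (SD, n = 10 libraries per line). The difference was 12.8-fold, a log2 fold change of 3.68 (SE 0.146, edgeR adjusted p = 4.84e-15). MYCL, on chromosome 1 from 39895428 to 39902256, was at 2.36 ± 0.362 CPM in WT and 9.40 ± 2.72 CPM in CD47- cells. This difference was 3.97-fold, a log2 fold change of 1.99 (SE 0.156, edgeR adjusted p = 5.48e-10). Both genes were higher in CD47- cells in 10 of 10 matched pairs. With 1 library left out at a time, the log2 fold change stayed between 3.62 and 3.73 for MYCN and between 1.92 and 2.07 for MYCL. MAX, the binding partner of the MYC proteins, was at 71.5 ± 3.69 CPM in WT and 74.1 ± 5.37 CPM in CD47- cells, a log2 fold change of 0.052 that did not pass the threshold (edgeR adjusted p = 0.483). The paper states that MYCN and MYCL were elevated beside MYC in the absence of CD47, and it went on to measure MYCN by real-time PCR.

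**Figure D1:**
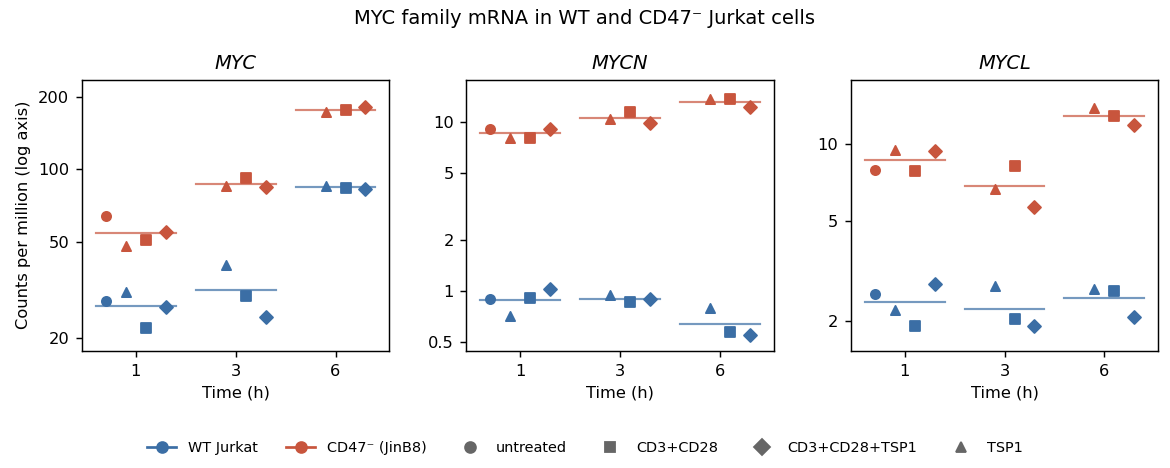
CPM (log axis) of MYC, MYCN and MYCL against time in h, with 1 point per library, blue for WT and red for CD47- cells, and horizontal lines at the mean of each line and time point. The CD47- libraries lie above the WT libraries of the same time point for each gene.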

Increased MYCN expression was confirmed via real-time PCR analysis using four sets of MYCN primers (Supplementary Data S3, Figure 1F). 

Correspondingly, Mycn mRNA expression was significantly higher in naïve *cd47^−/−^* mouse CD8^+^ T cells compared to WT cells (Supplementary Data S4, Figure 2A). Myc and Mycl mRNA levels were only modestly increased in *cd47^−/−^* as compared to WT mouse CD8^+^ T cells (Figure 2B). We further examined the effects of TCR signaling and TSP1 on the expression of c-Myc family genes using RNA sequencing data of CD8^+^ T cells derived from WT and *cd47^−/−^* mouse spleens [23] (Supplementary Data S4). As expected, Myc mRNA was strongly induced following activation on immobilized anti-CD3 and CD28 for 6 h compared to CD8^+^ T cells cultured in RPMI medium with 2% FCS for 6 h, but the induction was lower in *cd47^−/−^* CD8^+^ T cells (Figure 2C). Treatment with 1 μg/mL (2.2 nM) TSP1 did not affect MYC mRNA levels in the absence or presence of activation. Consistent with these results, we previously reported reduced Myc mRNA in positively selected CD8 T cells from the spleen of *cd47^−/−^* mice [28]. Basal Mycn and Mycl mRNA expression was higher in *cd47^−/−^* CD8^+^ T cells cultured in RPMI medium with 2% FCS for 6 h than in the corresponding WT CD8^+^ T cells (Figure 2D,E). Activation increased Mycn mRNA in WT but not in *cd47^−/−^* CD8^+^ T cells (Figure 2D). This response was not sensitive to TSP1. In contrast to Myc and Mycn, Mycl mRNA levels were suppressed in activated WT and *cd47^−/−^* CD8^+^ T cells (Figure 2E). The c-Myc binding protein Max [29] was not differentially expressed between untreated WT and *cd47^−/−^* CD8^+^ T cells and moderately induced following activation (Figure 2F). 

### 2.3. CD47 Regulates Expression of MYCN Splice Variants

MYCN mRNA undergoes alternative splicing, and the antisense transcript MYCNOS [30] and the splice variant ΔMYCN [31] have been studied in early development [32]. 

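In the reference annotation, MYCN-201 (ENST00000281043.4, MYCN 43.4) has 3 exons and 2613 bp, and lies on the plus strand of chromosome 2 from 15940550 to 15947004. MYCN-202 (ENST00000638417.1, ΔMYCN 17.1) has 1693 bp and lacks exon 2 of MYCN-201, a 907 bp exon from 15941948 to 15942854. MYCNOS lies on the minus strand from 15918350 to 15942249, and 1 exon of MYCNOS-204, from 15942152 to 15942249, lies opposite exon 2 of MYCN-201. RSEM divided the MYCN counts between both isoforms. These share their first and last exons except for a few bases at the ends, so the division rests on exon 2 and on the exon junctions. MYCN-203 (ENST00000703162.1), also in the reference, lacks exon 2 and shares part of the last exon, but had no entry in the counts. Any reads from it could be assigned to MYCN 43.4 or ΔMYCN 17.1. In CD47- cells, ΔMYCN 17.1 took 63.3% ± 8.17 of the MYCN counts (SD, n = 10 libraries), with a range from 47.9% to 80.1%. Pooled over the libraries its share was 63.1% (exact Clopper-Pearson 95% confidence interval 61.1% to 65.0%, counting error only). The interval takes the counts that RSEM assigned as if they had been observed, so it leaves out the error of the assignment. ΔMYCN 17.1 had more counts than MYCN 43.4 in 9 of 10 CD47- libraries. The mean log2 ratio of MYCN 43.4 to ΔMYCN 17.1 was −0.80 (exact two-sided sign-flip permutation test, p = 0.00391). Divided by transcript length, which moved it most, the ratio was −1.41 (exact permutation test, p = 0.00195, the smallest p that 10 libraries allow). With each library left out in turn it stayed between −0.91 and −0.67. In WT cells, with 13 to 23 MYCN counts per library, the share of ΔMYCN 17.1 was 55.7% ± 27.3 and ranged from 0% to 79.7%. The shares of the lines differed by 7.54 percentage points (two-sided permutation test, p = 0.437), which is within the spread of the WT libraries. Without the WT library given TSP1 at 1 h, in which no count was assigned to ΔMYCN 17.1, the difference was 1.35 percentage points.

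**Figure D2:**
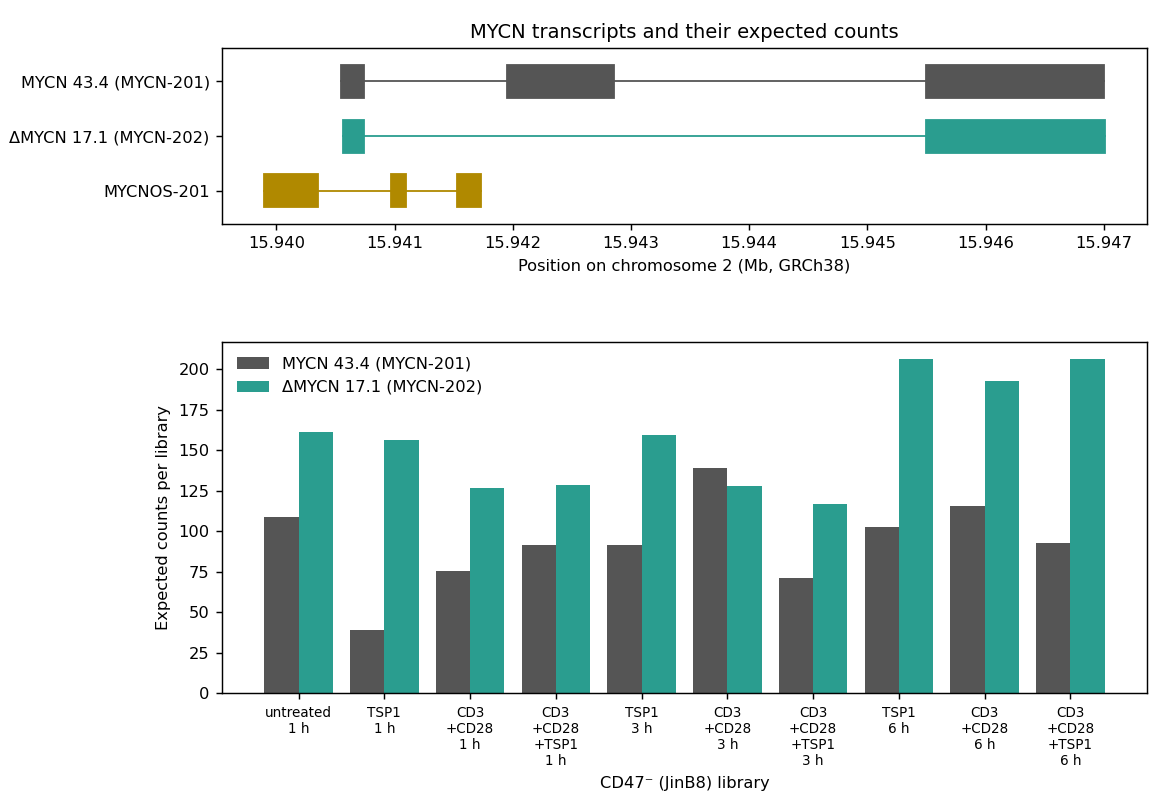
Exons (boxes) and introns (lines) of both MYCN isoforms and of MYCNOS-201 by position on chromosome 2 in Mb, and below them the expected counts of each isoform (bars, counts from 0) in the 10 CD47- libraries. ΔMYCN 17.1 is the higher bar in 9 of the 10 libraries.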

RNAseq data suggested that MYCN isoform ENST00000281043.4 MYCN-201 (MYCN 43.4) is the predominant isoform expressed in CD47^−^ Jurkat cells, but the low expression limited interpretation of splicing in untreated WT Jurkat cells (Figure 3A, Supplementary Figure S2). 

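Between the lines, both MYCN isoforms were higher in CD47- cells. MYCN 43.4 rose from 0.344 ± 0.173 to 3.97 ± 1.27 CPM (SD, n = 10 libraries per line), a log2 fold change of 3.51 (SE 0.291, edgeR adjusted p = 1.73e-08 over 55450 isoforms tested). ΔMYCN 17.1 rose from 0.475 ± 0.255 to 6.76 ± 1.68 CPM, a log2 fold change of 3.82 (SE 0.379, edgeR adjusted p = 2.59e-07). Within CD47- cells, MYCN 43.4 was at 4.30 ± 1.20 CPM in the 6 activated libraries and 3.47 ± 1.36 CPM in the 4 libraries without activation (exact two-sided permutation test, p = 0.305, adjusted p = 0.61 over both isoforms). ΔMYCN 17.1 was at 6.60 ± 1.75 CPM in the 6 activated and 7.01 ± 1.80 CPM in the 4 other libraries (exact permutation test, p = 0.681, adjusted p = 0.681). These tests ignore the time point. With libraries exchanged only within a time point, a test chosen after the values had been seen, ΔMYCN 17.1 was lower with activation by 0.16 on the log2 scale (exact permutation test, p = 0.0185, the smallest that the 54 arrangements allow, adjusted p = 0.037 over both isoforms), and MYCN 43.4 was higher by 0.20 (exact permutation test, p = 0.426, adjusted p = 0.426). At 1 h, MYCN 43.4 averaged 3.35 CPM in 2 activated and 2.59 CPM in 2 unactivated CD47- libraries, at 3 h 4.93 CPM in 2 activated libraries against 3.93 CPM in 1 library given TSP1 alone, and at 6 h 4.62 CPM in 2 against 4.76 CPM in 1. ΔMYCN 17.1 averaged 5.11 CPM with and 5.83 CPM without activation at 1 h, 5.87 CPM with and 6.82 CPM without activation at 3 h, and 8.81 CPM with and 9.57 CPM without activation at 6 h. With only the 3 libraries given CD3+CD28+TSP1 and the 3 given TSP1, matched by time, the log2 differences of 0.32 for MYCN 43.4 and −0.088 for ΔMYCN 17.1 became 0.23 and −0.18. No untreated library was made at 3 or 6 h, so a change with time in untreated cells cannot be separated from activation by the untreated library alone.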

The alternatively spliced isoform ENST00000638417.1 MYCN-202 (ΔMYCN 17.1) was not sufficiently expressed in Jurkat cells for the RNAseq analysis to detect potential changes following activation, but the normalized CPM suggested some induction of both isoforms following 1 to 6 h activation of CD47^−^ cells (Figure 3B). Therefore, real time PCR using published primers [33] was used to quantify expression of MYCNOS, ΔMYCN and MYCN in WT and CD47^−^ Jurkat T cells (Figure 3C). The PCR analysis showed that full-length MYCN 43.4 is responsible for most of the ~18-fold increase in MYCN_total in untreated CD47^−^ cells compared to WT Jurkat T cells. ΔMYCN 17.1 was elevated 2.9-fold in CD47^−^ cells compared to WT Jurkat T cells, and MYCNOS expression was also significantly higher in untreated CD47^−^ cells (Figure 3C). These results confirmed the induction of full-length MYCN 43.4 following 6 h activation in WT cells.

Although the RNAseq data did not show a significant effect of TSP1 on the activation-induced increase in total MYCN mRNA abundance, a physiological concentration of TSP1 (2.2 nM) inhibited the induction of MYCN 43.4 following 6 h activation in WT cells without having any effect in the absence of activation (Figure 3D). In contrast, treatment of CD47^−^ cells with TSP1 alone moderately increased MYCN 43.4 at all time points, but the expression fell from 1 to 6 h with activation, and TSP1 did not inhibit the increased MYCN 43.4 levels in activated CD47^−^ cells (Figure 3E). 

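In activated WT cells, the log2 fold change of total MYCN with TSP1 was 0.067 (SE 0.228, edgeR adjusted p = 1) over the 3 pairs of libraries at 1, 3 and 6 h. Its sign was not stable, since it was −0.11 without the WT library given CD3+CD28+TSP1 at 1 h and −0.0016 without the WT library given CD3+CD28 at 6 h. In activated CD47- cells it was −0.072 (SE 0.136, edgeR adjusted p = 0.843). The difference between the lines in the effect of TSP1 was −0.14 on the log2 scale (SE 0.266, edgeR adjusted p = 0.97). TSP1 alone against untreated cells gave 0.0007 in WT cells (SE 0.325, edgeR adjusted p = 1) and −0.13 in CD47- cells (SE 0.207, edgeR adjusted p = 0.894). Total MYCN with CD3+CD28 relative to untreated cells changed by −0.090 in WT cells (SE 0.351, edgeR adjusted p = 0.962) and by −0.087 in CD47- cells (SE 0.207, edgeR adjusted p = 0.994). An interval of 2 SE around the effect of TSP1 in activated WT cells runs from −0.39 to 0.52, and changes within it are not excluded at this depth.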

The low expression of ΔMYCN 17.1 limited its analysis, but TSP1 significantly inhibited the activation-induced increase at 6 h in WT cells (Figure 3F). No consistent trends or effects of TSP1 were observed for ΔMYCN 17.1 in CD47^−^ cells (Figure 3G). 

Regulation of MYCNOS mRNA by activation and TSP1/CD47 signaling was examined in a second real-time PCR analysis (Figure 3H–J). Controls using primers to detect total MYCN established that the inhibition of activation-induced mRNA expression at 6 h by 2.2 nM TSP1 occurred only in cells expressing CD47 (Figure 3H). Consistent with Figure 3F, TSP1 also inhibited mRNA for the ΔMYCN 17.1 isoform following activation, but only in Jurkat cells expressing CD47 (Figure 3I). MYCNOS RNA was also induced at 6 h of activation and inhibited by TSP1 in WT Jurkat cells (Figure 3J). In contrast, the higher basal expression of MYCNOS in the untreated CD47^−^ cells at 6 h was decreased in cells plated on the activating antibodies, and TSP1 did not alter this expression. Therefore, the regulation of MYCNOS RNA expression induced by T cell activation by TSP1 is also CD47-dependent.

Multicolor fluorescent in situ hybridization (FISH) using RNAscope® technology was used to examine the potential heterogeneity of MYCN isoform expression in WT versus CD47^−^ Jurkat cells and the induction of specific isoforms following activation. To determine whether the percentage of cells expressing specific MYCN isoforms changed during TCR stimulation in the presence or absence of TSP1, treated and control WT and CD47^−^ Jurkat T cells were fixed, and expression of MYCN 43.4 (red) and ΔMYCN 17.1 (yellow) was detected, as shown for representative fields in Supplementary Figure S3B with nuclear DAPI staining. The percentage of positive cells for two splice variants is shown in Supplementary Figure S3C (Data S2A,B). The percent cells positive for the predominant isoform MYCN 43.4 did not differ significantly between WT and CD47^−^ Jurkat T cells (Supplementary Figure S3C,D). As expected, TCR stimulation moderately increased the percentage of cells positive for both isoforms, but TSP1 treatment showed only modest effects on the percent positive cells. This suggested that TSP1 and TCR activation generally regulates MYCN 43.4 and ΔMYCN 17.1 mRNA expression rather than inducing expression by a specific subset of cells. 

### 2.4. High Expression of CD8 T Cell Markers, CD47 Dependent Immune Regulators, and MYCN Correlates with Improved Patient Survival in Cutaneous Melanoma

The increased growth of B16 melanomas in *cd47^−/−^* mice relative to the growth of the same tumors in WT mice is associated with impaired CD8 T cell and natural killer cell functions in the tumor microenvironment [22,23]. The improved overall and disease-free survival of cutaneous melanoma patients with elevated CD47 mRNA expression in their tumors [22] is consistent with these data and supports a protective role for CD47 in the melanoma tumor microenvironment that is inconsistent with the prevailing hypothesis that CD47 functions primarily on cancer cells to shield them from clearance by innate immune cells [34,35]. In addition to the previously reported increase in NK early effector markers and improved survival in melanomas with higher CD47 [22], further analysis of the melanoma TCGA data showed an improved overall survival of patients bearing tumors with higher CD8 T cell infiltration, indicated by CD8A mRNA expression (111 versus 58 months, log-rank *P* = 4.7 × 10^−6^, Figure 4A). Analysis of TCGA RNAseq data from cutaneous melanomas established that mRNAs encoding the CD8 T cell coreceptor subunits CD8α and CD8β have strong positive correlations with CD47 mRNA expression (Table 1). 

Our previous study identified several regulators of CD8 T cell function for which protein expression was regulated by loss of CD47 expression in the tumor microenvironment, including TIGIT, PD-1, CD39, CD62L, and CD127 [23]. Higher mRNA expression for each of the corresponding mRNAs in TCGA melanomas was associated with significantly improved overall survival (Figure 4B–F). Expression of the regulators of T cell function CD40 ligand, TNF, and MCL1, which were identified herein as CD47-dependent, showed similar significant associations with improved overall survival (Figure 4G–I). Analysis of RNAseq data from the TCGA melanomas established that mRNAs encoding the CD8 T cell markers CD8a and CD8b, the CD47-dependent T cell activation markers CD69 and TNFα, and all of the above regulators of CD8 T cell function have strong positive correlations with CD47 mRNA expression (Table 1). 

The MYC paralog MYCN also showed a significant positive correlation between elevated mRNA expression and improved overall survival (105 versus 61 months, *p* = 5.7 × 10^−3^, Figure 5A), whereas mRNA expression of the paralog MYCL was not associated with overall survival (Figure 5C). In contrast, elevated MYC mRNA had a marginally significant negative correlation with overall survival (64 versus 107 months, log-rank *p* = 0.030, Figure 5B). Consistent with these data, MYCN mRNA expression was positively correlated in the TCGA melanomas with mRNA expression for the CD8 T cell markers, activation markers, and functional regulators, including CD47, whereas MYC mRNA exhibited consistent negative correlations with mRNA expression for the same genes (Table 1).

We also considered the alternate hypothesis that the effects of MYCN or MYC expression on survival results from their expression in melanoma cells. Analysis of TCGA RNAseq data for melanoma cell lines in The Cancer Cell Line Encyclopedia [37] indicated minimal or undetectable MYCN expression in melanoma cells (Supplementary Figure S4). To further address this, we examined NCR3LG1, an established MYC-induced target in melanoma cells, and an MYCN-induced target in neuroblastoma cells [36], but found no significant coexpression (MYCN vs. NCR3LG1 −0.026 *p* = 0.57; MYC vs. NCR3LG1 0.067 *p* = 0.15, Table 1). Therefore, the correlation between MYCN and survival probably relates to a function of MYCN in nonmalignant cells in the melanoma microenvironment, but we cannot exclude additional roles for MYCN expressed in stromal cells other than T cells.

TCGA data for additional cancers with RNAseq and survival data were surveyed to determine whether the MYCN correlations identified for cutaneous melanoma extend to other tumor types (Table 2). Expression of the mRNAs encoding the CD8 coreceptor subunits and the CD47-dependent activation markers CD69 and TNFα was positively correlated with mRNA expression of MYCN in head and neck squamous cell carcinoma, breast invasive carcinoma, prostate carcinoma, and lung squamous cell carcinoma, but no significant correlations between MYCN mRNA and overall survival were observed for these cancers. Additional cancers examined showed either no correlation or negative correlations between MYCN and the T cell mRNAs and there was no correlation with survival, except in the case of renal clear cell carcinomas. The latter association appears to be T cell-independent, but may relate to the identification of MYCN in a prognostic signature for renal clear cell carcinoma [38].

Most of these cancers lack significant MYCN expression (Supplementary Figure S4), but MYCN is an oncogenic driver in pediatric neuroblastomas [39]. Therefore, neuroblastomas are a negative control to exclude regulation of T cells in the tumor microenvironment by MYCN expression in malignant cells. We examined MYCN mRNA coexpression with T cell function markers and CD47 in these tumors (Supplementary Table S3). In contrast to the melanoma tumor data in Table 1, MYCN showed minimal coexpression with T cell markers and functional genes in pediatric neuroblastomas. Likewise, CD47 showed minimal coexpression with the same genes. Furthermore, pediatric neuroblastomas diverged from melanomas in that MYC mRNA showed strong positive rather than negative correlations with the same genes. Therefore, MYC but not MYCN or CD47 expression in neuroblastoma cells appears to be a significant regulator of T cell function in the tumor microenvironment.

### 2.5. TSP1 Inhibits CD47-Dependent Induction of MCL1, CD40 Ligand, and TIGIT in T Cells

Based on their strong positive correlations with CD47 mRNA expression in the TCGA melanoma data (Figure 6D–F, Table 1), we selected MCL1, CD40LG, TNF, and TIGIT to examine their regulation by CD47 signaling in human Jurkat T lymphoblast cells. Basal expression of MCL1 mRNA did not differ significantly between WT and CD47^−^ Jurkat cells (Figure 6A), whereas CD40 ligand, TNF, and TIGIT mRNAs were basally elevated in the CD47^−^ cells (Figure 6B–D). Activation using immobilized anti-CD3 plus anti-CD28 for 6 h increased MCL1, and 2.2 nM TSP1 inhibited this induction without altering expression in unstimulated cells (Figure 6A). MCL1 was also increased following activation of CD47^−^ cells, but TSP1 did not inhibit this induction, demonstrating CD47-dependence for this inhibitory activity of TSP1. In WT cells, induction of the CD40 ligand, TIGIT and TNF mRNAs and TSP1 inhibition of that induction was also observed (Figure 6B–D). In contrast, the high basal CD40 ligand mRNA in CD47^−^ cells was reduced following TCR stimulation, and TSP1 remarkably reversed that inhibition. We have previously reported CD47-independent effects of TSP1 on other T cell genes, including CD69 [4,40], EEF1A1, ETS1, and YOD1 [41], but the relevant TSP1 signaling receptor remains to be defined. Similarly, TSP1 had a modest inhibitory effect on the induction of TIGIT mRNA in the CD47^−^ cells, which is also presumably CD47-independent. Consistent with these in vitro data, CD47 mRNA expression in TCGA melanomas had highly significant positive correlations with MCL1, CD40LG, TIGIT, and TNF mRNA expression (Figure 6E–H, Table 1). The expression of these genes was also positively correlated with that of MYCN in the melanomas but inversely correlated with that of MYC (Table 1).

## 3. Discussion

MYCN is expressed during human and murine embryonic development [42,43]. In adults, MYCN expression persists in early hematopoietic stem cells but is lost following their differentiation into lineage-committed cells [44]. MYCN expression increased when hematopoietic stem cells were exposed to stress. MYCN has been widely studied as an oncogene that is amplified in pediatric neuroblastoma [45], but it is also expressed in some B cell lymphomas [46], a subset of T cell acute lymphoblastic leukemias (T-ALL) [47], erythroleukemias [48], and leukemia cells lines including Jurkat T lymphoblasts [49,50]. To our knowledge, however, MYCN expression and function have not previously been documented in mature T cells. Here, we identified a splice variant of MYCN that is induced in activated CD8 T cells, which is inhibited by TSP1 in a CD47-dependent manner, and found that MYCN expression positively correlates with multiple markers of CD8 T cells and their activation, including CD8A, CD8B, TNF, TIGIT, CD40LG, IL7R, PDCD1 (PD-1), SELL (CD62L), ENTPD1 (CD39), MCL1, and CD47 in cutaneous melanomas. MYCN induction in T cells coincides with the induction of MCL1, TIGIT, TNF, and CD40LG following activation, which is also inhibited by TSP1. Taken together, these data suggest that the MYCN mRNA detected in the TCGA melanomas is expressed in CD8 T cells and is another marker of their activation, which would be consistent with the positive correlation between MYCN and overall survival. Determining whether specific isoforms of MYCN play direct roles in the CD47-dependent regulation of other immune regulators in CD8 cells in vitro or in melanomas will require further study. 

TIGIT is upregulated following T cell activation and functions as an immune checkpoint to limit antitumor immunity [51]. Loss of CD47 in mice bearing B16 melanomas increased the abundance of TIGIT+ CD8 T cells and NK cells in the spleen while reducing CD8 T cell numbers and the percent of TIGIT+ CD8 T cells in tumors [22,23]. In this context, a recently reported dual inhibitor of CD47/SIRPα and TIGIT/PVR pathways merits further study for utility as an ICI in melanoma [52]. In contrast to the association of high CD47 and TIGIT with increased survival in melanoma, it is notable that the opposite was recently reported for lung squamous cell carcinoma [53]. This is consistent with the disconnect between increased expression of CD8 T cell markers and survival in the TCGA data.

MCL1 is a BCL2 family anti-apoptotic protein that was identified in the Jurkat RNAseq data as CD47-dependent and confirmed by qPCR. 

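MCL1, on chromosome 1 of GRCh38 from 150560895 to 150579738, was at 645 ± 433 CPM in WT and 323 ± 126 CPM in CD47- Jurkat cells over all treatments and time points (SD, n = 10 libraries per line). Its log2 fold change was −0.999 (SE 0.333, edgeR adjusted p = 0.0198), and MCL1 mRNA was lower in CD47- cells in 9 of 10 matched pairs. The difference was largest at 1 h, when the mean was 1107 CPM in WT and 460.1 CPM in CD47- cells, a mean log2 difference of −1.24 over 4 pairs. The mean log2 difference was −0.59 over 3 pairs at 3 h and −0.40 over 3 pairs at 6 h. The call held in 6 of 9 alternatives that left out no single library, with adjusted p-values from 1.39e-05 to 0.322 over the 9. It was lost with the 4 unactivated pairs (log2 fold change −0.75, edgeR adjusted p = 0.322) and with the 6 activated pairs (−1.12, edgeR adjusted p = 0.0733). Both were fitted without a term for pair or time. The call was also lost with limma voom and quantile normalization (−0.64, adjusted p = 0.108) and without the WT library given CD3+CD28 at 1 h (−0.81, edgeR adjusted p = 0.0518).

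**Figure D3:**
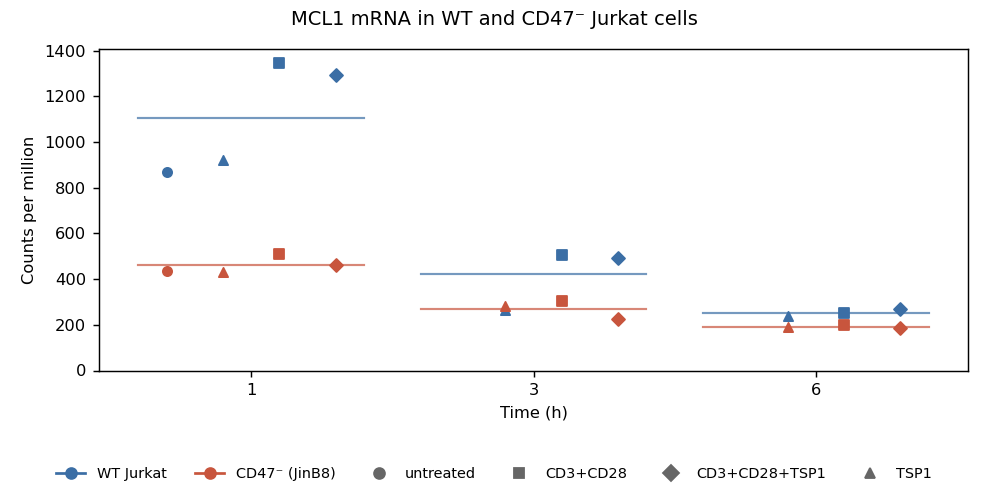
CPM of MCL1 against time in h, with 1 point per library, blue for WT and red for CD47- cells, and horizontal lines at the mean of each line and time point. The WT libraries at 1 h lie between 867 and 1347 CPM and the CD47- libraries at 1 h between 432 and 510.3 CPM.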

The association of higher MCL1 with high CD47 and improved survival in melanomas suggests that this increased MCL1 is expressed by immune cells in the tumor microenvironment. MCL1 mRNA was induced by activation of WT and CD47^−^ Jurkat cells, but the expression was inhibited by TSP1 only in WT cells that express CD47. A previous study found that MCL1 protein levels were increased in Jurkat cells treated with a CD47 antibody that induced cell death and inhibits SIRPα binding [54]. Jurkat cells do not express SIRPα, so the mechanism for this response is unclear. Another study using aptamers that knock down CD47 and MCL1 suggested additive immune-stimulating effects when combined in a mouse triple-negative breast cancer model [55]. Alternatively, spliced MCL1 transcripts can either increase or decrease apoptosis [56]. 

We previously identified MYC as a target of CD47 signaling that is elevated in CD47^−^ Jurkat cells and in cells and tissues from *cd47^−/−^* mice, but notably not elevated in *cd47^−/−^* CD8 T cells [28]. TSP1 inhibited MYC expression in Jurkat cells in a CD47-dependent manner [28]. MYC is an important oncogene and a universal amplifier of gene expression [57], but it also regulates the expression of immune checkpoints, such as CD47 and PD-L1 [58]. Thus, MYC supports both the growth of cancer cells and their evasion of antitumor immunity [59]. Myc is also induced during lymphocyte activation, and our recent study of WT versus *cd47^−/−^* CD8 T cell activation showed gene enrichment of hallmarks of Myc targets [23]. Although Mycn can replace the Myc functional role in murine lymphocyte development and activation [60], the present data indicates that MYC and MYCN have opposing relationships with the expression of T cell markers and functional genes in cutaneous melanomas. 

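The increases of the MYC family genes in CD47- Jurkat cells were compared within the 10 pairs of libraries matched for treatment and time point, on log2 CPM with a pseudocount of 0.5. The increase of MYCN exceeded that of MYC by 1.88 ± 0.517 (mean ± SD, n = 10 pairs) and was larger in 10 of 10 pairs (exact two-sided sign-flip permutation test, p = 0.00195, the smallest p that 10 pairs allow, adjusted p = 0.00292 over 3 comparisons). The increase of MYCN exceeded that of MYCL by 1.29 ± 0.302, also in 10 of 10 pairs (exact permutation test, p = 0.00195, adjusted p = 0.00292). MYCL rose more than MYC by 0.59 ± 0.560 in 9 of 10 pairs (exact permutation test, p = 0.0137, adjusted p = 0.0137). By time point, the mean log2 increase of MYCN was 2.70 at 1 h, 2.97 at 3 h and 3.58 at 6 h, and that of MYC was 1.00, 1.48 and 1.07. This comparison was chosen after the values of the genes had been seen.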

In both Jurkat cells and CD8 T cells, we found MYCN upregulated more strongly than MYC in the absence of CD47. The increased Mycn may compensate for the lower Myc expression we previously reported in naïve *cd47^−/−^* mouse CD8+ T cells [28]. 

TSP1 has multiple activities in the tumor microenvironment that modulate tumor growth and metastasis via CD47-dependent and -independent mechanisms [8,61]. Conversely, CD47 functions in the tumor microenvironment can depend on the engagement of either SIRPα or TSP1. Recent efforts to exploit CD47 as a therapeutic target have assumed a primary role in the SIRPα-dependent “don’t eat me” function of CD47 expressed in malignant cells. The direct effects of antibodies or decoys that block this interaction include enhancement of macrophage and neutrophil clearance of tumor cells and increased antigen presentation to CD8 T cells [14,62]. 

Contrary to the proposed primary role for innate immune cells in the anticancer activities of CD47-targeted therapeutics, several independent groups have found CD8 T cells to be essential for therapeutic responses to CD47 blockade in immune-competent mouse tumor models including for cutaneous melanoma [10,63,64,65]. Furthermore, a therapeutic blockade of CD47 by antibodies or suppression of CD47 expression is sufficient to enhance the direct TCR-dependent killing of tumor cells by mouse or human CD8 T cells [9,10]. Correspondingly, blockade of TSP1 signaling or loss of CD47 expression on T cells increases their acute activation and TCR signaling [3,4,5,6,7,23]. 

In addition to increased CD8A and CD8B mRNA indicating that melanomas with elevated CD47 contain more CD8 T cells, the present data correlating CD47 with higher TIGIT, CD40LG, PD-1, TNF, and the antiapoptotic MCL1 suggests these intratumoral CD8 cells are more active and resistant to apoptotic death. On the other hand, sustained expression of the immune checkpoints TIGIT and PD-1 can lead to T cell exhaustion and resistance to immunotherapy, which is consistent with the moderate impairment of the antitumor and antiviral functions of NK and CD8 T cells in *cd47^−/−^* mice [22,23,66]. Because B16 melanomas growing in either *cd47^−/−^* or *thbs1^−/−^* mice were more sensitive to ablation by tumor irradiation [10,21], which required CD8 T cells [10], the increased expression of damage-associated molecular patterns (DAMPs) induced by ionizing radiation may overcome the moderate impairment *cd47^−/−^* T cells. Thus, partial therapeutic blockade of CD47 signaling can be beneficial even though the complete loss of CD47 impairs NK and CD8 T cell functions. The cross-regulation we demonstrate between CD47 and other immune checkpoints we identified in melanomas supports further therapeutic trials combining CD47 blockades with ICIs targeting PD-1 and TIGIT. 

In addition to its relevance to melanoma, the present data may provide insights into overcoming treatment resistance for the four cancers identified in Table 2, where CD47-dependent T cell activation and function markers were positively correlated with the presence of CD8 T cells in tumors but not with survival. In the case of breast carcinoma, the disconnect between intratumoral CD8 T cell numbers and their antitumor function has been linked to immunosuppression by Tregs [67]. Although the 4T1 breast carcinoma model is not optimal for studying adaptive antitumor immunity, the synergy between CD47 blockade and chemotherapy response in this model suggests the relevance of CD47 as a therapeutic target for overcoming treatment resistance in breast cancer [11].

## 4. Materials and Methods

### 4.1. Cell Culture and T Cell Activation Assays for mRNA Sequencing 

WT and CD47^−^ Jurkat T cells were cultured routinely, as described earlier ([28]. CD3 Monoclonal Antibody (OKT3), eBioscience™ and anti-CD28 (CD28 Monoclonal Antibody (CD28.2), Functional Grade, eBioscience™ were purchased from Thermo Fisher Life Technologies Corporation, Waltham, MA USA. For the T cell activation assay, 10 cm plates (BD, Biosciences, San Jose, CA USA) were coated with 2 μg/mL of anti-CD3 and 4 μg/mL of anti-CD28 antibodies in PBS at 4 °C overnight. Approximately 5 × 10^6^ cells in 5 mL were plated for 1 h, 3 h, and 6 h for each treatment using HITES medium [4], and 1 μg/mL of TSP1 was added either alone or in combination with anti-CD3 and anti-CD28 antibodies. Cell pellets from each treatment were washed with PBS, and total RNA was extracted using TriPURE. The concentration of RNA and RNA quality was measured via Nanodrop. Flow cytometry confirmed that the CD47- mutant lacks cell surface CD47 expression and that CD47 expression in the WT cells was slightly increased following activation on anti-CD3 and anti-CD28 antibodies (Supplementary Figure S3D). 

Mouse primary CD8^+^ T cells were obtained from mouse spleens by negative selection, as described previously [23,28], using the mouse CD8a+ T Cell Isolation Kit (Miltenyi Biotec, Gaithersburg, MD, USA). The freshly isolated CD8^+^ T cells were plated on anti-mouse CD3- and CD28-coated antibodies for 6 h in the presence or absence of TSP1 (1 μg/mL) using RPM1 medium with 2% FCS. The RNA was extracted, and mRNA sequencing was performed, as described earlier [23]. Total raw reads from each replicate (n = 4) were averaged and graphed with standard error using Graph pad Prism 8.

### 4.2. Bulk mRNA Sequencing and Analysis 

All samples were processed with the TruSeq mRNA kit using ~40M PE125 reads per sample. The RNA-Seek pipeline (https://github.com/CCBR/RNA-seek) was used to process reads. Briefly, reads were trimmed for adapters and low-quality bases using the Cutadapt v1.18 [68] before alignment to the hg38 reference genome (GRCh38) and transcripts using STAR v2.4.2a in 2-pass mode [69]. Gene and isoform expression was quantified using RSEM v1.3.3 [70] with GENCODE annotation version 36 [71].

Downstream analysis and visualization were performed within the NIH Integrated Analysis Platform (NIDAP) using R programs developed on Palantir Foundry (Palantir Technologies, Denver, CO, USA). Expected counts from RSEM for both genes and isoforms were imported into the NIH Integrated Data Analysis Platform (Palantir Technologies) for downstream analysis. Briefly, low-count genes were filtered prior to CPM and quantile normalization using Limma voom [72,73], followed by differential expression of genes analysis. Batch correction was performed using the ComBat function of the sva [74]. Sashimi plots of MYCN isoform coverage were generated using ggsashimi [75]. 

Raw RSEM counts of mouse WT and CD47KO CD8^+^T cells from [23], and with the indicated treatments with or without TSP1 (n = 4 biological replicates) were filtered using one Minimum Number of Samples with Nonzero Counts in a Group and normalized with the “Quantile” method using the NIDAP platform, as indicated above. The *p*-values were calculated using DEG lists from the following comparisons: CD47KO_UT vs. WT_UT, WT_CD3_CD28 vs. WT_UT, WT_CD3_CD28_TSP1 Vs WT_CD3_CD28, WT_TSP1 vs. WT_UT, CD47KO_CD3_CD28 vs. CD47KO_UT, CD47KO_CD3_CD28_TSP1 vs. CD47KO_CD3_CD28, and CD47KO_TSP1 vs. CD47KO_UT. The logCPM values of Myc, Mycn, Mycl, and Max transcripts from the DEG list were converted into CPM and plotted in Figure 2C–F using GraphPad Prism. 

### 4.3. Real-Time PCR Analysis

Jurkat WT and JinB8 CD47^−^ T cells were cultured routinely, as described earlier [4,76]. For a T cell activation assay, 12-well plates were coated with anti-human-CD3 (2 μg/mL, Clone OKT3,) and anti-human CD28 (4 μg/mL) in PBS at 4°C overnight. An amount of ~1 × 10^6^/mL cells using 2% FBS (Gibco, Billings, MT, USA) and RPMI-1640 medium (Thermo Fischer Scientific, Waltham, MA, USA) were plated for the indicated times. TSP1 (1 μg/mL) was added either alone or in combination with anti-CD3 plus anti-CD28-coated antibodies, and untreated were used as the control. After indicated times, each cell pellet/treatment was harvested, centrifuged, and washed with PBS. The total RNA extractions were performed using TriZol, Qiazol, or Tri-pure reagents. The concentration of RNA and quality was measured via Nanodrop, and real-time PCR was performed as described earlier [41,77], using the listed primers (Supplementary Table S1). MYCN (NM_005378.5) primers were designed using primer blast NCBI, as shown in Supplementary Data S3, the primer sequence for MYCN splice variant/isoforms. Total MYCN, MYCNOS, ΔMYCN, and MYCN primers were used [33].

### 4.4. TCGA Data Analysis

Cutaneous melanoma data (TCGA) for samples with mRNA expression with z-scores relative to diploid samples (RNA Seq V2 RSEM) were analyzed using cBioPortal tools [78,79] to determine mRNA coexpression. A median cutoff was used to segregate samples with high versus low expression of the indicated genes for examining relationships between mRNA expression and overall survival.

### 4.5. Fluorescent In Situ Hybridization (FISH)

WT and CD47^−^ cells were cultured routinely, as described earlier. For a T cell activation assay, 60 cm^3^ plates were coated with 2 μg/mL of anti-CD3 (CD3 Monoclonal Antibody (OKT3), eBioscience™) and 4 μg/mL of anti-CD28 (CD28 Monoclonal Antibody (CD28.2), Functional Grade, eBioscience™) at 4C overnight. An amount of 1 × 10^6^/ mL cells (25 mL/25 million cells) in 2% FBS media were plated. A total of 1 μg/mL of TSP1 was added either in the combination of anti-CD3 plus anti-CD28 or alone for 6 h. The cells were harvested, and pellets were made using the Cell Harvest Protocol (Pathology Histology Lab). The small fractions of WT and CD47^−^ Jurkat cells were analyzed for flow cytometry analysis before sending them to the core facility, as shown in Supplementary Figure S3D. An RNAscope® LS 2.5 Probe, Hs-MYCN, homo sapiens v-myc avian myelocytomatosis viraloncogene neuroblastoma-derived homolog (common MYCN_43.4) mRNA ENST00000281043.4, and BA-Hs-MYCN-202-E1E2 targeting 152-188 of ENST00000638417.1 (ΔMYCN_17.1 mRNA) probe was designed. ΔMYCN_17.1 probes (ENST00000638417.1) do not cross-react with MYCN_43.4 (ENST00000281043.4).

The expression of *Homo sapiens* ΔMYCN_17.1 was detected by staining 5 μm FFPE tissue sections with a BaseScope™ 2.5 LS Probe BA-Hs-MYCN-202-E1E2 (Advanced Cell Diagnostics, Inc., Newark, CA, USA (ACD), Cat# 1189948-C1) with the BaseScope™ LS Reagent Kit-RED (ACD, Cat# 323600) using the Bond RX auto-stainer (Leica Biosystems, Deer Park, IL, USA) with a tissue pretreatment of 15 minutes at 95 °C with Bond Epitope Retrieval Solution 2 (Leica Biosystems, Deer Park, IL, USA), and 25 minutes of Protease III (ACD) at 40 °C. The Basecope™ LS Probe BA-DapB-1ZZ (Bacillus subtilis dihydrodipico-linate reductase (dapB) gene, Cat# 701028, was used as a negative control. The Basecope™ LS Probe BA-Hs-PPIB-1zz (Cat# 710178) was used as a technical control to ensure the RNA quality of tissue sections was suitable for BaseScope staining.

The expression of common MYCN_43.4 was detected with the RNAscope® 2.5 LS Probe, Hs-MYCN-C1 (ACD, Cat# 417508), using the RNAscope LS Multiplex Fluorescent Assay (ACD, Cat# 322800) and a 1:750 dilution of TSA-Cyanine 5 Plus (Akoya Biosciences, Marlborough, MA, USA), was sequentially stained on the same slide as the Basescope with a Bond RX auto-stainer. The RNAscope 2.5 LS Negative Control Probe-DapB (Cat# 312038) was used as a negative control. The RNAscope® 2.5 LS Probe-Hs-PPIB (Cat# 313908) was used as a technical control to ensure the RNA quality of tissue sections was suitable for RNAscope staining. Slides were digitally imaged using an Aperio ScanScope FL Scanner (Leica Biosystems).

All image analysis was performed using HALO imaging analysis software (v3.4.2986.246; Indica Labs, Corrales, NM), and image annotations were performed by one pathologist (BK). The analysis was performed using FISH V3.1.3 in HALO to determine the percent positive cells. Areas of artifacts, such as folds and tears, were excluded from the analysis.

### 4.6. Statistical Analysis

ANOVA two-factor with replication was used for real-time PCR analysis. A *p*-value ≤ 0.05 is used as significant. Briefly, raw Ct values of reference controls, 18S or B2M, were subtracted from the respective mRNA Ct, and two-way ANOVA analysis with replicates was performed in Excel. The default parameters were set to make multiple comparisons based on treatments between Jurkat CD47- vs. Jurkat WT and CD47KO_CD8^+^ vs. WT CD8^+^T_cells. Significant *p*-values (≤0.05) for the sample or columns were indicated as asterisks (*). For Figure 3C, a t-test with equal variance was used. For Figure 3H–J, a t-test was performed using the default setting of CFX Maestro™ software with control untreated (WT) vs. CD3+CD28, while CD3+CD28+TSP1 vs. CD3+CD28 treatments were analyzed via ANOVA two-factor with replication. ~* is used for 0.052.

## Figures and Tables

**Figure 1:**
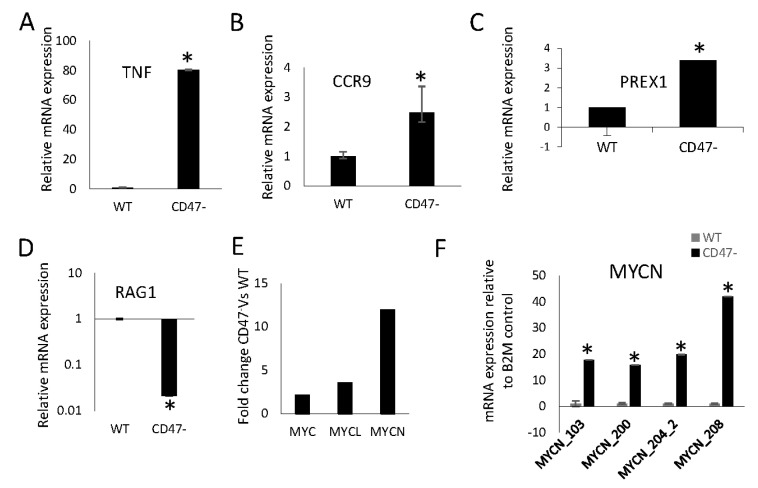
Validation of CD47-dependent genes identified by RNAseq in Jurkat T lymphoblasts. WT and CD47^−^ Jurkat T cells were activated on immobilized CD3 and CD28 antibodies and treated in the presence or absence of TSP1 for the indicated times. (**A**–**D**) Validation of differentially expressed genes (Supplementary Figure S1D), *TNF*, *CCR9*, *PREX*1, and *RAG*1 using WT and CD47^−^ Jurkat T cells via real-time PCR using B2M as the control. (**E**) Fold change in MYC, MYCN, and MYCL between WT and CD47^−^ Jurkat T cells via RNA sequencing (Supplementary Data S1). (**F**) Relative expression of MYCN mRNA determined using real-time PCR between WT and CD47- Jurkat T lymphoblasts. Error bars indicate technical replicates (* = *p*-values ≤ 0.05, *n* = 3).

**Figure 2:**
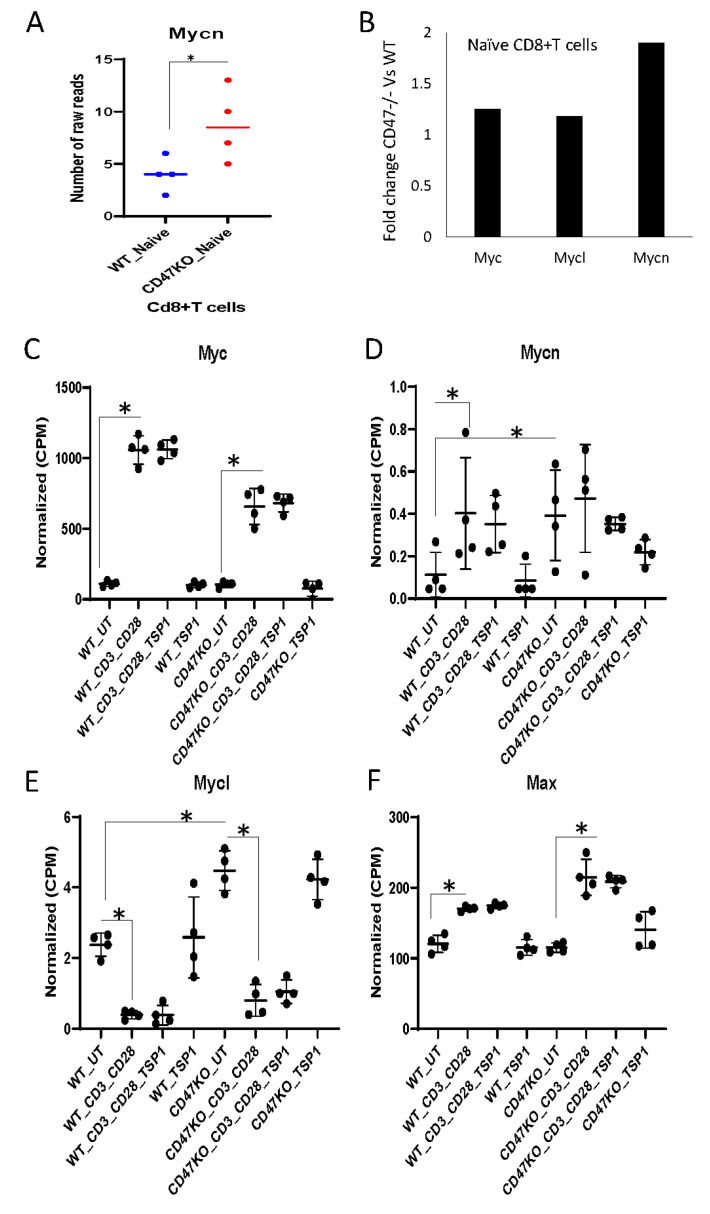
CD47-dependent regulation of Myc family genes by activation and TSP1 in mouse CD8^+^ T cells. (**A**) Expression of Mycn mRNA in naïve WT and *cd47^−/−^* mouse CD8+ T cells. (**B**) Fold change of selected Myc family genes (Myc, Mycn, and Mycl) in *cd47^−/−^* as compared to naïve WT mice (unpublished). WT CD8^+^ T cells extracted from RNA sequencing raw reads. (**C**–**F**) mRNA expression of Myc, Mycn, Mycl, and Max (normalized CPM) from WT and *cd47^−/−^* CD8^+^ T cells that were activated with anti-CD3 plus anti-CD28 antibodies and treated in the presence or absence of TSP1 for 6 h. Error bars indicate independent biological replicates (* = *p*-values ≤ 0.05, *n* = 4).

**Figure 3:**
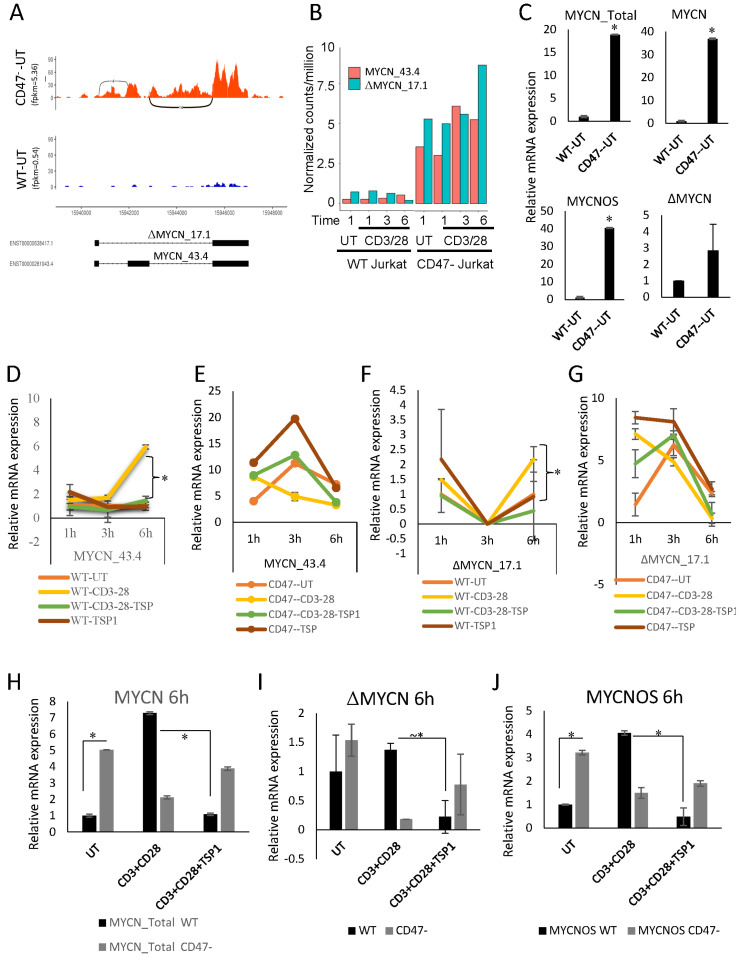
CD47-dependent regulation of MYCN splice variants. (**A**) Sequence coverage for unspliced and two isoforms, ENST00000281043.4 (MYCN_43.4) and ENST00000638417.1(ΔMYCN_17.1), in unstimulated WT and CD47^−^ Jurkat cells. (**B**) Normalized CPM for MYCN 43.4 and ΔMYCN_17.1 isoforms in untreated (UT) WT and CD47^−^ Jurkat cells and cells activated on anti-CD3 plus CD28 for the indicated times. (**C**) MYCN isoform mRNA expression in untreated Jurkat cells determined by real-time PCR using specific primers normalized to B2M, * = *p*-values ≤ 0.05. (**D–G**) mRNA expression of MYCN splice isoforms (common MYCN_43.4 and ΔMYCN_17.1) during WT and CD47^−^ Jurkat cell activation using CD3 plus CD28 antibodies in the presence or absence of 1 μg/mL TSP1 for 1, 3, and 6 h via real-time PCR. 18S ribosomal RNA primers (*n* = 2, replicates) were used as the control for normalization. Error bars indicate technical replicates for total MYCN and ΔMYCN (* = *p*-values ≤ 0.05, *n* = 3). (**H**–**J**) Jurkat (JK) and CD47^−^ JinB8 cells were plated on anti-CD3 and CD28 coated plates in the presence or absence of 1 μg/mL TSP1 for 6 h. Relative expression of ΔMYCN, MYCNOS, and total MYCN at 6 h was normalized to 18S (* = *p*-values ≤ 0.05, *n* = 3, technical replicates).

**Figure 4:**
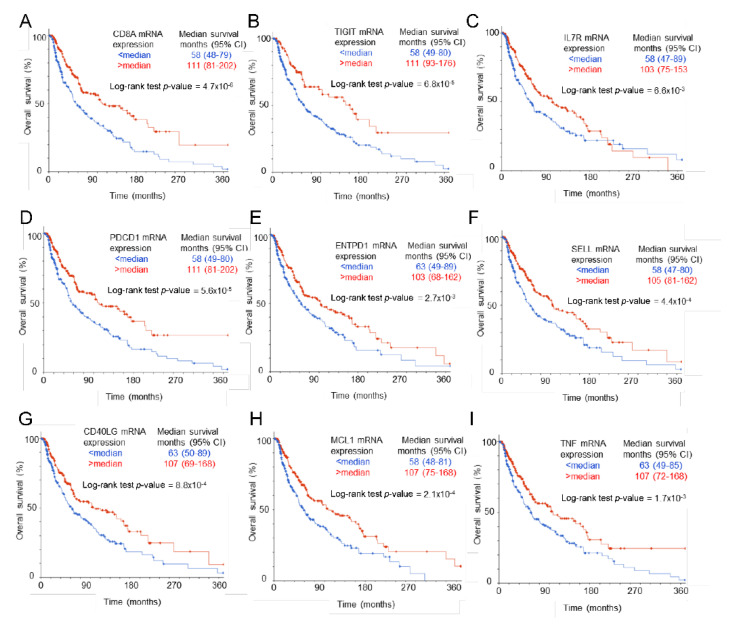
Association of CD8 T cell marker and CD47-dependent regulators of T cell function with overall survival in human melanomas. Kaplan–Meier plots for overall survival of 469 TCGA cutaneous melanoma patients with higher versus lower CD8 T cell infiltration indicated by CD8A mRNA expression greater than or less than the median (**A**) or with mRNA expression greater than or less than the median of the CD47-dependent genes TIGIT (**B**), IL7R (**C**), PDCD1 (PD-1, **D**), ENTPD1 (CD39, **E**) SELL (CD62L, **F**), CD40LG (**G**), MCL1 (**H**), and TNF (**I**). The median survival of each group is presented with the respective 95% confidence intervals.

**Figure 5:**
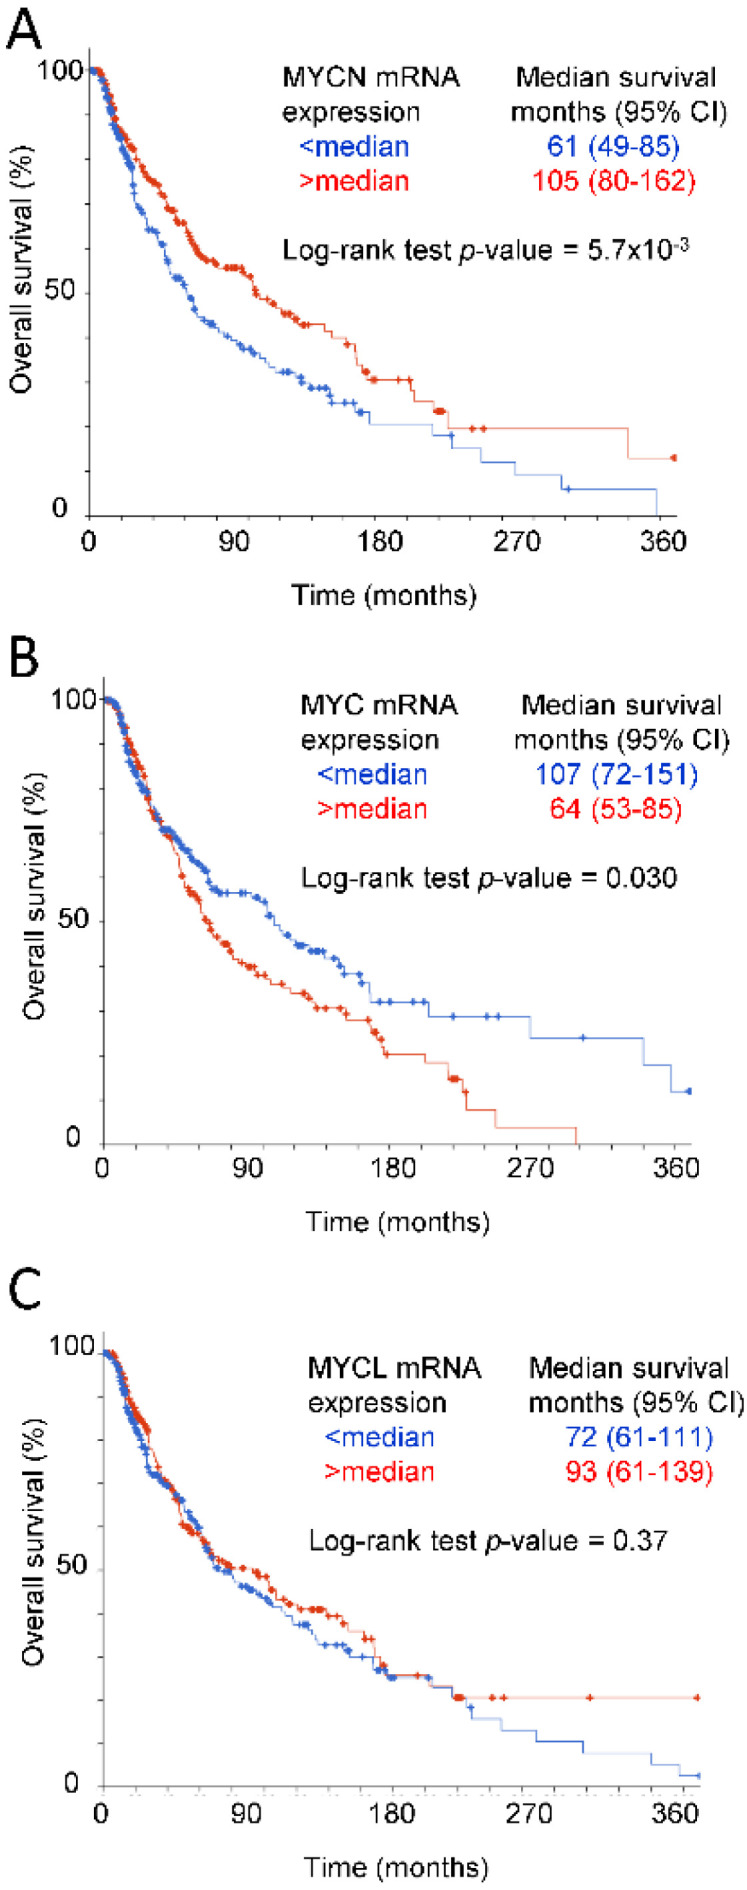
Association of MYC family mRNA expression with overall survival in human melanomas. Kaplan–Meier plots indicate the overall survival of 469 melanoma patients with MYCN (**A**), MYC (**B**), or MYCL (**C**) mRNA expression greater than or less than the median. The median survival of each group is presented with the respective 95% confidence intervals.

**Figure 6:**
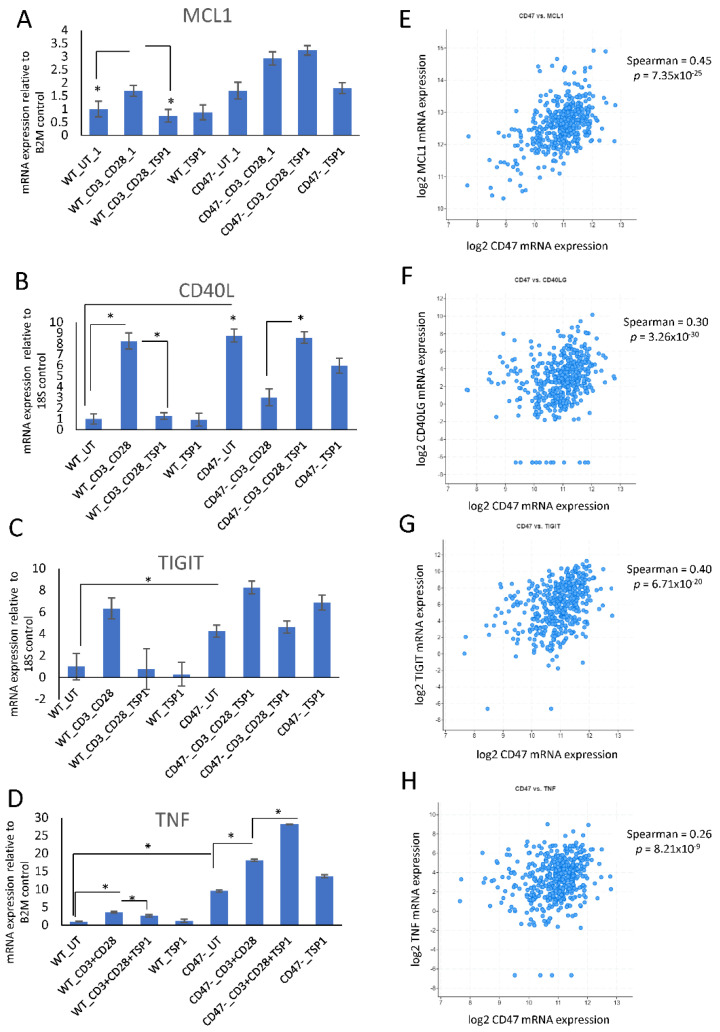
CD47 dependence of immune checkpoint and MCL1mRNA expression in vitro and in melanomas. (**A–C**) WT and CD47^−^ Jurkat T cells were activated on wells coated with anti-CD3 plus anti-CD28 in the presence or absence of 1 μg/mL TSP1 for 6 h. Total RNA was extracted using the Trizol method, and mRNA expression of MCL1 (**A**), CD40L (**B**), TIGIT (**C**), and TNF (**D**) was determined via real-time PCR normalized to 18S or B2M controls, as indicated. Error bars indicate technical replicates for MCL1, CD40, and TIGIT (* = *p*-values ≤ 0.05, *n* = 3). (**E**–**H**) Coexpression of CD47 mRNA with MCL1 (**E**), CD40LG (**F**), TIGIT (**G**), and TNF (**H**) mRNAs was analyzed for 472 TCGA cutaneous melanoma samples.

**Table 1:** Coexpression of CD8 T cell markers and T cell regulatory genes with CD47, MYCN, and MYC mRNAs in TCGA skin cutaneous melanomas with RNA Seq V2 RSEM data was analyzed using cBioPortal tools (*n* = 472).

	Coexpression with CD47		Coexpression with MYCN^c^		Coexpression with MYC^b, c^	
Gene	Spearman’s Correlation	*p*-Value	Spearman’s Correlation	*p*-Value	Spearman’s Correlation	*p*-Value
CD8A ^c^	0.36	1.8 × 10^−15^	0.18	5.7 × 10^−5^	−0.16	3.3 × 10^−4^
CD8B	0.33	1.4 × 10^−13^	0.21	6.6 × 10^−6^	−0.29	7.8 × 10^−11^
CD69	0.50	2.5 × 10^−31^	0.24	9.6 × 10^−8^	−0.27	3.6 × 10^−9^
TNF	0.26	8.2 × 10^−9^	0.25	6.4 × 10^−8^	−0.24	8.2 × 10^−8^
TIGIT ^a^	0.40	6.7 × 10^−20^	0.20	1.7 × 10^−5^	−0.28	1.0 × 10^−9^
CD40LG ^c^	0.30	3.3 × 10^−11^	0.21	5.0 × 10^−6^	−0.28	1.0 × 10^−9^
IL7R (CD127) ^a, b, c^	0.39	2.2 × 10^−18^	0.23	6.4 × 10^−7^	−0.25	3.0 × 10^−8^
PDCD1 (PD-1) ^a^	0.31	7.5 × 10^−12^	0.20	1.7 × 10^−5^	−0.22	1.8 × 10^−6^
SELL (CD62L) ^a, b, c^	0.37	8.7 × 10^−17^	0.19	4.6 × 10^−5^	−0.27	1.6 × 10^−9^
ENTPD1 (CD39)^a^	0.27	1.6 × 10^−9^	0.20	1.2 × 10^−5^	−0.29	7.1 × 10^−11^
MCL1 ^c^	0.45	7.4 × 10^−25^	0.19	4.6 × 10^−5^	−0.22	9.5 × 10^−7^
CD47 ^c^	-	-	0.18	5.7 × 10^−5^	−0.16	3.3 × 10^−4^
NCR3LG1 ^d^	−0.01	0.76	−0.03	0.57	0.07	0.15

^a^ CD47-dependence in CD8 T cells was established in WT versus *cd47^−/−^* mice bearing B16 melanomas [22]. ^b^ Differentially regulated by activation in WT and *cd47^−/−^* CD8 T cells in vitro (RNAseq data from [23]). ^c^ Differentially expressed in Jurkat WT versus *CD47^−^* JinB8 cells (Supplementary Table S2, extracted from All_DEGs _pval05_ Data A). ^d^ Known MYC-induced gene in melanoma and other cancers [36].

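Genes in Table 1 marked as differing between WT and CD47- Jurkat cells were compared over 10 libraries per line, with an edgeR adjusted p of 0.05 over all genes as the threshold. IL7R fell from 38.9 ± 19.1 CPM in WT to 7.17 ± 1.96 CPM in CD47- cells, a log2 fold change of −2.44 (SE 0.273, edgeR adjusted p = 1.71e-07). CD8A rose from 0.60 ± 0.385 to 1.43 ± 0.592 CPM, a log2 fold change of 1.24 (SE 0.336, edgeR adjusted p = 0.00501). It was not called with the 4 unactivated pairs (1.07, edgeR adjusted p = 0.223), fitted without a term for pair or time. CD8A was higher in CD47- cells in each of these pairs, by 0.36 to 1.03 on the log2 scale. CD40LG rose from 11.5 ± 2.19 to 14.2 ± 1.60 CPM, a log2 fold change of 0.30 (SE 0.108, edgeR adjusted p = 0.0279), in 10 of 10 pairs. The call held in 6 of 9 alternatives that left out no single library, with adjusted p-values from 0.000164 to 0.21 over the 9. It was lost without a low-count filter (edgeR adjusted p = 0.0511), with the libraries of the 4 unactivated pairs (edgeR adjusted p = 0.21) or of the 6 activated pairs (edgeR adjusted p = 0.19), both fitted without a term for pair or time, and without the untreated WT library (edgeR adjusted p = 0.0519). Among the genes without this mark, CD69 had a log2 fold change of −2.33 (SE 0.581, edgeR adjusted p = 0.00253) and NCR3LG1 one of −0.86 (SE 0.127, edgeR adjusted p = 9.35e-06). With the 4 unactivated pairs, fitted without a term for pair or time, CD69 was not called (edgeR adjusted p = 0.448). Its log2 differences in these pairs were all negative, from −1.50 to −0.23. CD8B (−0.19, edgeR adjusted p = 0.546) and PDCD1 (−0.48, edgeR adjusted p = 0.428) were not called, and PDCD1 was positive with the 4 unactivated pairs. TIGIT, with 8 counts summed over the WT libraries and 14 over the CD47- libraries, and ENTPD1, with 54 and 83, did not pass the low-count filter. Of the 27 genes that the paper names for Jurkat cells or in this table, 24 were tested and 18 were called over all genes, and 18 adjusted over the list alone, which is not independent evidence since the paper chose part of the list from these libraries.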

**Table 2:** MYCN mRNA correlations with mRNA expression for CD8 T cell and activation markers and overall survival in TCGA cancer datasets.

Cancer	Spearman’s Correlation, *p*-Values				Log-Rank Correlation, *p*-Values
	CD8A	CD8B	CD69	TNF	Overall Survival
Cutaneous melanoma	+, 6.6 × 10^−6^	+, 1.7 × 10^−5^	+, 9.6 × 10^−8^	+, 6.4 × 10^−8^	+, 5.7 × 10^−3^
Head and neck SCC	+, 7.0 × 10^−11^	+, 3.2 × 10^−15^	+, 1.2 × 10^−16^	+, 0.12	NS
Breast invasive carcinoma	+, 4.5 × 10^−11^	+, 5.6 × 10^−14^	+, 6.4 × 10^−5^	+, 1.7 × 10^−3^	NS
Prostate adenocarcinoma	+, 2.2 × 10^−9^	+, 3.9 × 10^−3^	+, 1.3 × 10^−4^	+, 5.8 × 10^−11^	NS
Lung squamous cell carcinoma	+, 2.4 × 10^−3^	+, 8.4 × 10^−8^	+, 3.1 × 10^−5^	+, 1.7 × 10^−14^	NS
Lung adenocarcinoma	−, 1.9 × 10^−3^	NS	−, 7.8 × 10^−6^	NS	NS
Bladder urothelial carcinoma	−, 1.6 × 10^−5^	−, 1.9 × 10^−5^	−, 2.4 × 10^−4^	NS	NS
Papillary thyroid carcinoma	NS	−, 0.039	−, 6.7 × 10^−4^	NS	NS
Stomach adenocarcinoma	NS	NS	NS	NS	NS
Colorectal adenocarcinoma	NS	NS	NS	NS	NS
Kidney renal clear cell	NS	NS	−, 5.0 × 10^−4^	+, 1.8 × 10^−3^	+, 4.0 × 10^−3^
Renal papillary cell carcinoma	NS	NS	−, 0.045	NS	NS
Hepatocellular carcinoma	NS	NS	NS	+, 0.040	NS
Pancreatic adenocarcinoma	NS	NS	NS	NS	NS
Ovarian serous cystadenocarcinoma	NS	NS	−, 2.1 × 10^−4^	NS	NS
Uterine endometrial carcinoma	NS	NS	NS	NS	NS
Pediatric neuroblastoma	NS	NS	−, 2.3 × 10^−5^	NS	NS

## Data Availability

RNA sequencing data of Jurkat WT and Jurkat CD47^−^ anti-CD3+CD28 stimulated in the presence or absence of TSP1 time course 1, 3, and 6 hrs is available in the Gene Expression Omnibus (GEO) database https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218256, GSE218256. All original code has been deposited at Github and is publicly available as of the date of publication at https://github.com/NIDAP-Community/CD47-dependent-regulation-of-immune-checkpoint-gene-expression-and-MYCN-mRNA-splicing.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms24032612/s1, Supplementary Figures S1–S4: Data S1; Data S2; Data S3; Data S4. Supplementary Table S1: Primers.

# Supplementary material for: CD47-Dependent Regulation of Immune Checkpoint Gene Expression and MYCN mRNA Splicing in Murine CD8 and Jurkat T Cells
**Source:** Int J Mol Sci. 2023 Jan 30;24(3):2612. doi: 10.3390/ijms24032612

## **CD47-dependent regulation of immune checkpoint gene expression and MYCN mRNA splicing in murine CD8 and Jurkat T cells**

**Kaur et al.**

### **Supplementary Figure Legends:**

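The libraries had between 24176 and 27204 genes with at least 1 count in WT and between 25180 and 26350 in CD47- cells. The 10 most abundant genes took a median of 19.6% of the counts in WT and 15.4% in CD47- libraries, and mitochondrial genes a median of 0.51% in both. In a principal component analysis of log2 CPM, the first component held 45.5% of the variance and separated the lines, with all WT libraries below 0 and all CD47- libraries above 0. The second component held 25.1% and followed the time point, and the third held 8.75%. Within a line, the mean Pearson correlation of a library with the other libraries across genes was 0.979 to 0.986 in WT and 0.972 to 0.986 in CD47- cells, where genes are not independent replicates. The lowest value belonged to the CD47- library given CD3+CD28+TSP1 at 3 h.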

**Figure S1.** A-D) Graphic representation of flow chart for T cell activation experiment using anti-CD3 + anti-CD28 antibodies and treated in the presence or absence of TSP1 time course 1, 3 & 6 hrs. mRNA sequencing and its downstream QC analysis, PCA, Volcano plots. E-G) Different isoforms of MYCN, MYC and MYCL expressed in WT and CD47<sup>-</sup> cells.

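At the isoform level, 8354 of the 55450 isoforms tested differed between the lines at an edgeR adjusted p of 0.05, with 4165 higher and 4189 lower in CD47- cells. Counts of isoforms are as RSEM assigned them and depend on that assignment. The MYC isoform with the most counts was ENST00000652288.1, with 38.5% of the MYC counts in WT and 37.6% in CD47- cells, and a log2 fold change of 1.14 (SE 0.346, edgeR adjusted p = 0.0283). The next, ENST00000377970.6, took 29.7% and 26.4% and had a log2 fold change of 1.01 (SE 0.407, edgeR adjusted p = 0.104). ENST00000524013.2 rose by 1.45 (SE 0.414, edgeR adjusted p = 0.0194). The MYCL isoform with the most counts was ENST00000372816.3, with 50.3% of the MYCL counts in WT and 46.9% in CD47- cells, and a log2 fold change of 1.90 (SE 0.33, edgeR adjusted p = 0.000293). ENST00000372815.1 took 31.1% and 29.0% and rose by 1.92 (SE 0.236, edgeR adjusted p = 4.51e-06). Each isoform of MYC and MYCL that passed the low-count filter was higher in CD47- cells.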

**Figure S2.** A&B) Total MYCN and splice isoform coverage from RNAseq analysis of WT and CD47<sup>-</sup> Jurkat T cells with and without TCR stimulation using anti-CD3+CD28 in the presence or absence of TSP1 treatment.

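Total MYCN in WT cells was 0.888 ± 0.129 CPM at 1 h (SD, n = 4 libraries), 0.903 ± 0.0458 CPM at 3 h (n = 3) and 0.642 ± 0.137 CPM at 6 h (n = 3). In CD47- cells it was 8.52 ± 0.605 CPM at 1 h, 10.5 ± 0.803 CPM at 3 h and 13.1 ± 0.811 CPM at 6 h. With treatment held constant, MYCN rose between 1 and 6 h in CD47- cells by 0.65 on the log2 scale (SE 0.136, edgeR adjusted p = 0.00107). In WT cells its change over the same time was −0.46 (SE 0.23, edgeR adjusted p = 0.151). MYCNOS had 10 counts summed over the WT libraries and 54 over the CD47- libraries, 0.0419 ± 0.0331 and 0.222 ± 0.0809 CPM, and did not pass the low-count filter.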

**Figure S3.** A) Primers used for detecting specific MYCN splice isoforms and the antisense MYCNOS. B) WT and CD47<sup>-</sup> Jurkat cells were plated on anti-CD3 plus anti-CD28 coated plates in the presence or absence of 1 µg/ml TSP1 for 6 h. The cells were pelleted and fixed using FFPE Cell Embedding Protocol with thrombin and fibrinogen (MCL-histo). The fixed pellets were sectioned, stained for Common MYCN\_43.4\_ (Red), ΔMYCN\_17.1 (YFP) and DAPI (Blue). Representative 50x50 µm fields are shown from the full images in Data S2B. C). The number of total positive MYCN\_43.4 cells are analyzed using HALO imaging analysis software. D) The WT and CD47<sup>-</sup> T cells were validated for CD47 surface staining via flow cytometry.

**Figure S4.** Analysis using cBioPortal tools of MYCN mRNA expression TCGA RNAseq data for 1156 cancer cell lines in The Cancer Cell Line Encyclopedia (Ghandi et al. 2019). Data are grouped by cancer type and MYCN expression is normalized as RKPM.

**Supplementary Table S3** Coexpression of CD8 T cell markers and functional genes with CD47, MYCN and MYC mRNAs in TCGA Pediatric neuroblastomas RNA Seq V2 RSEM data analyzed using cBioPortal tools (n=143).

| Gene                            | Coexpression with CD47 |                       | Coexpression with MYCN <sup>c</sup> |                      | Coexpression with MYC <sup>b, c</sup> |                       |
|---------------------------------|------------------------|-----------------------|-------------------------------------|----------------------|---------------------------------------|-----------------------|
|                                 | Spearman's correlation | p-value               | Spearman's correlation              | p-value              | Spearman's correlation                | p-value               |
| CD8A <sup>c</sup>               | 0.18                   | 0.03                  | -0.03                               | 0.70                 | 0.12                                  | 0.16                  |
| CD8B                            | 0.18                   | 0.03                  | -0.08                               | 0.34                 | 0.22                                  | 7.2x10 <sup>-3</sup>  |
| CD69                            | 0.10                   | 0.23                  | -0.34                               | 2.3x10 <sup>-5</sup> | 0.59                                  | 5.2x10 <sup>-15</sup> |
| TNF                             | ND                     |                       | ND                                  |                      | ND                                    |                       |
| TIGIT <sup>a</sup>              | 0.09                   | 0.27                  | -0.18                               | 0.03                 | 0.39                                  | 2.0x10 <sup>-6</sup>  |
| CD40LG <sup>c</sup>             | 0.21                   | 0.01                  | -0.12                               | 0.15                 | 0.26                                  | 1.6x10 <sup>-3</sup>  |
| IL7R (CD127) <sup>a, b, c</sup> | 0.21                   | 0.01                  | -0.17                               | 0.04                 | 0.38                                  | 3.5x10 <sup>-6</sup>  |
| PDCD1 (PD-1) <sup>a</sup>       | 0.09                   | 0.30                  | -0.18                               | 0.03                 | 0.43                                  | 9.9x10 <sup>-8</sup>  |
| SELL (CD62L) <sup>a, b, c</sup> | 0.21                   | 0.01                  | -0.15                               | 0.06                 | 0.37                                  | 5.4x10 <sup>-6</sup>  |
| ENTPD1 (CD39) <sup>a</sup>      | -0.09                  | 0.30                  | -0.23                               | 6.4x10 <sup>-3</sup> | 0.33                                  | 6.6x10 <sup>-5</sup>  |
| MCL1 <sup>c</sup>               | -0.10                  | 0.25                  | -0.38                               | 2.7x10 <sup>-6</sup> | 0.64                                  | 1.3x10 <sup>-17</sup> |
| CD47 <sup>c</sup>               | -                      | -                     | -0.07                               | 0.39                 | 0.00                                  | 0.98                  |
| NCR3LG1 <sup>d</sup>            | -0.34                  | 3.9 x10 <sup>-5</sup> | 0.15                                | 0.07                 | -0.26                                 | 1.6x10 <sup>-3</sup>  |

<sup>a</sup>CD47-dependence in CD8 T cells was established in WT versus *cd47*<sup>-/-</sup> mice bearing B16 melanomas (Nath et al. 2019).

<sup>b</sup>Differentially regulated by activation in WT and *cd47*<sup>-/-</sup> CD8 T cells in vitro (RNAseq data from (Nath et al. 2022))

<sup>c</sup>Differentially expressed in Jurkat WT versus CD47<sup>-</sup> JinB8 cells (Table S2, Extracted from All\_DEGs \_pval05\_ Data A)

<sup>d</sup>Known MYC-induced gene in melanoma and other cancers (Textor et al. 2016)

## Figure S1

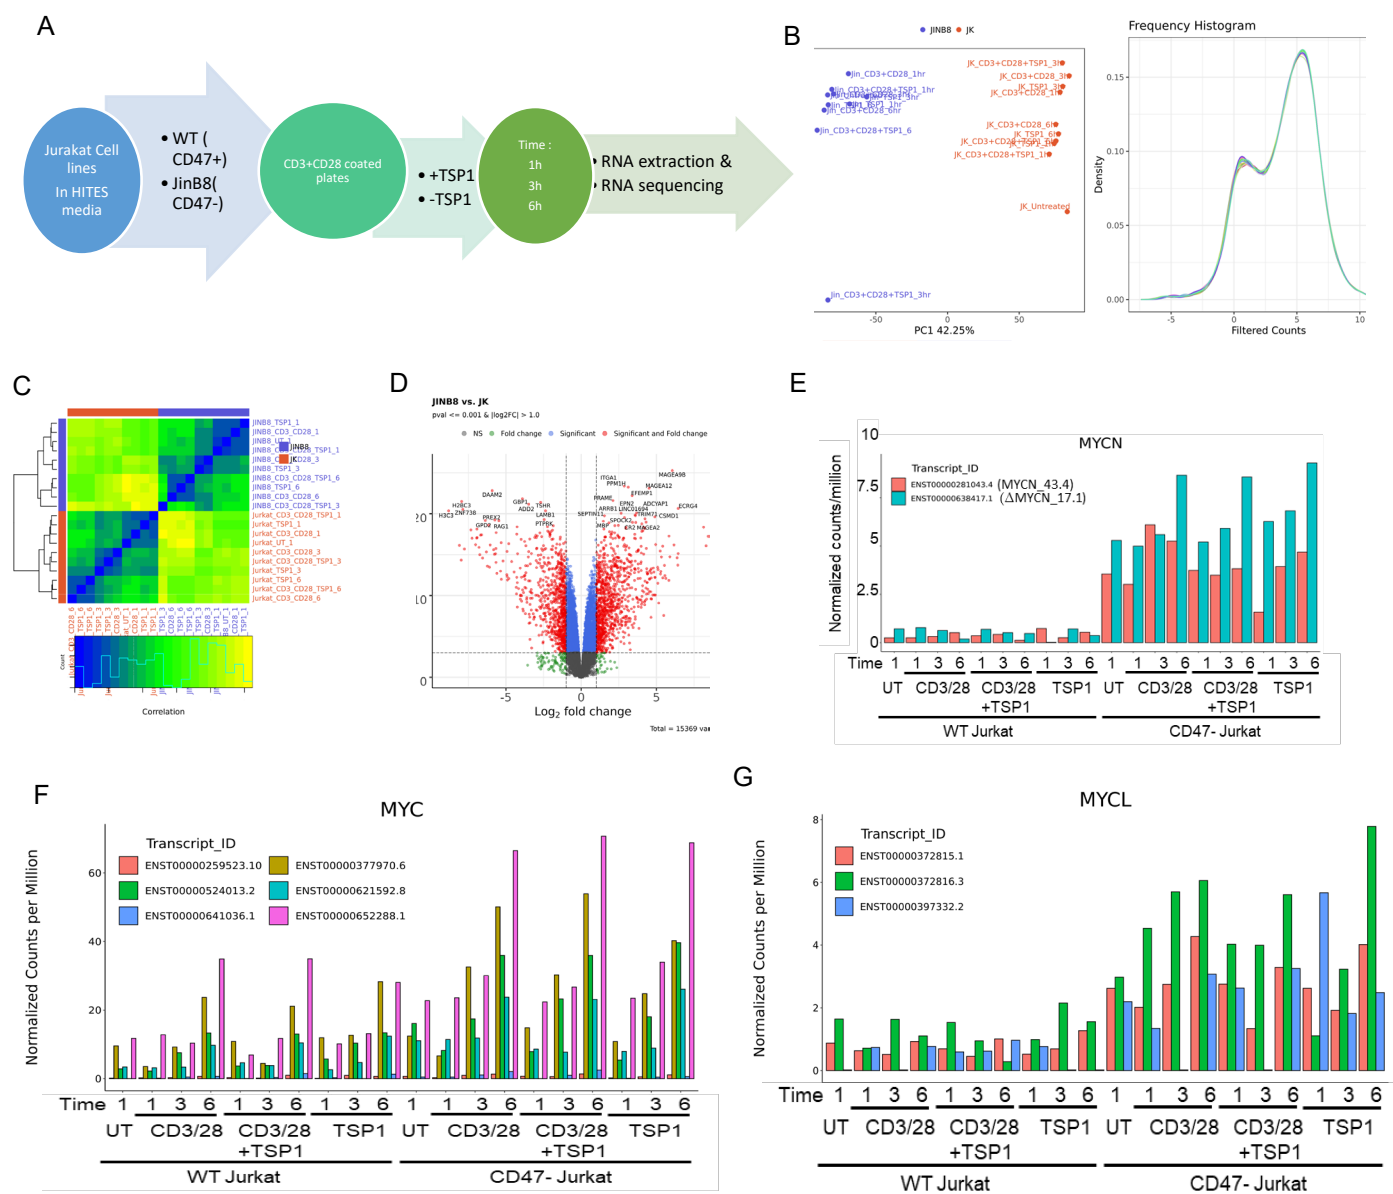

Figure S2

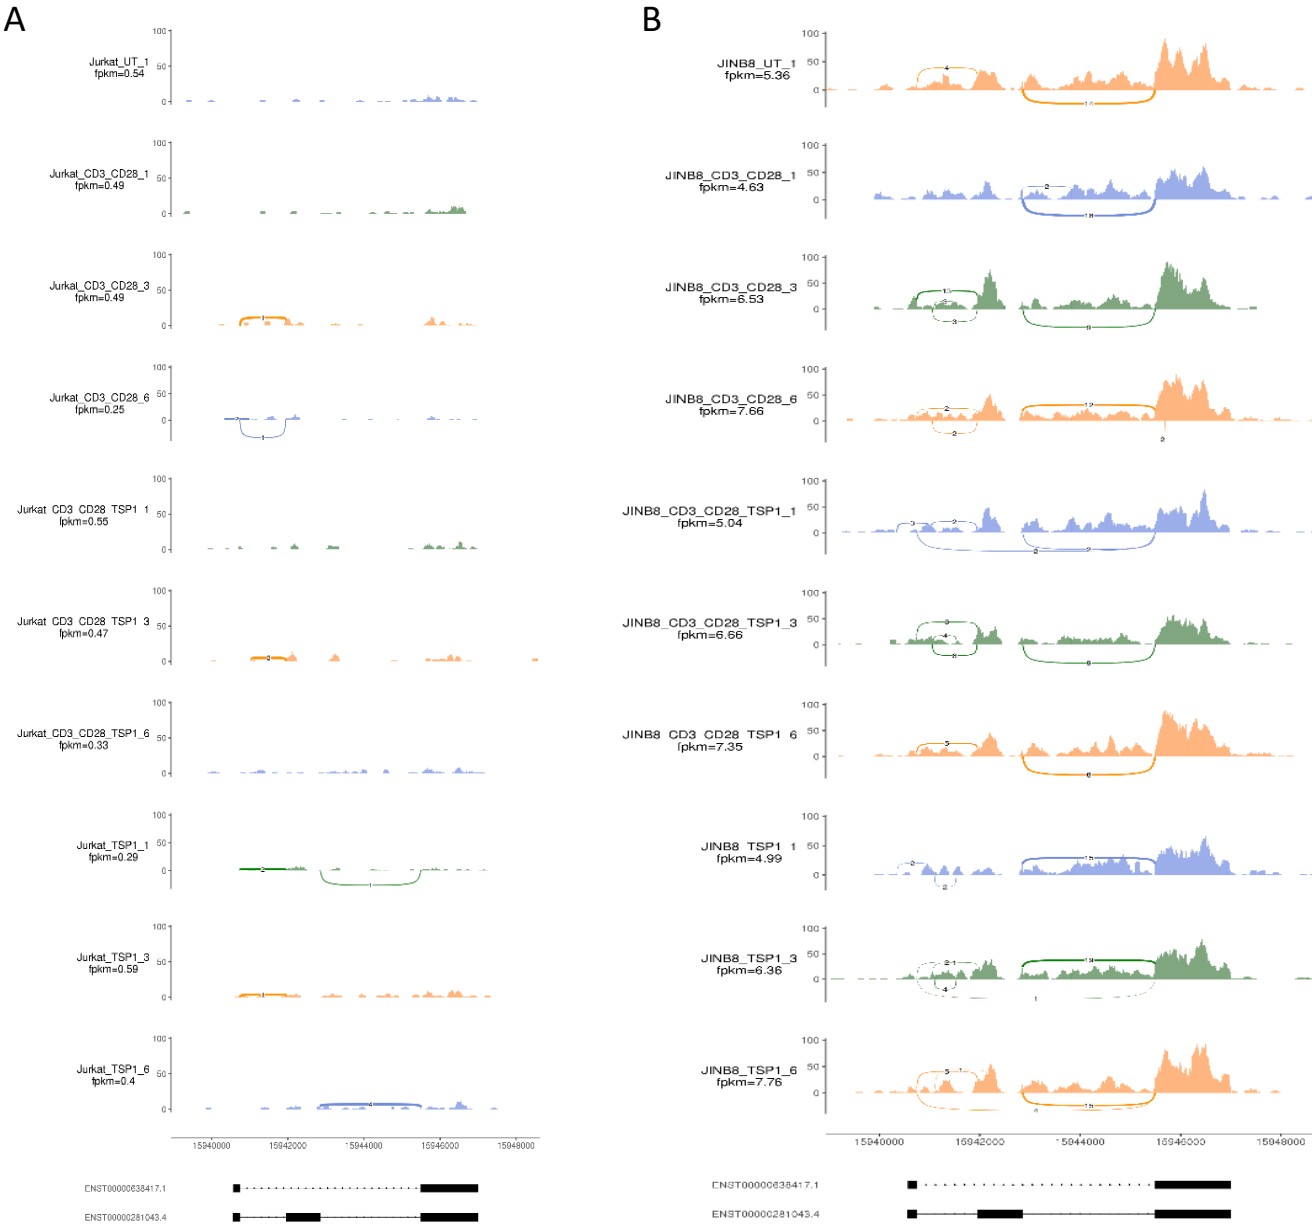

Figure S3

A

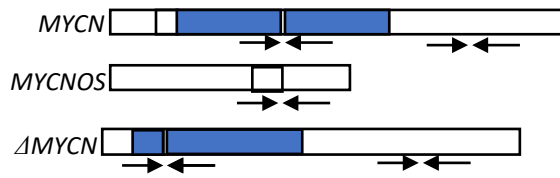

B

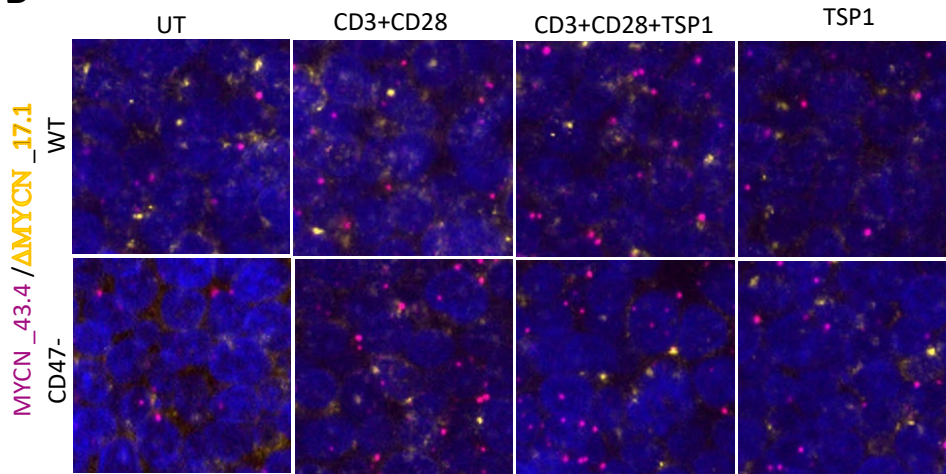

C

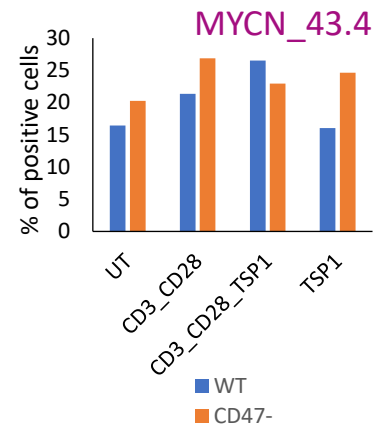

D

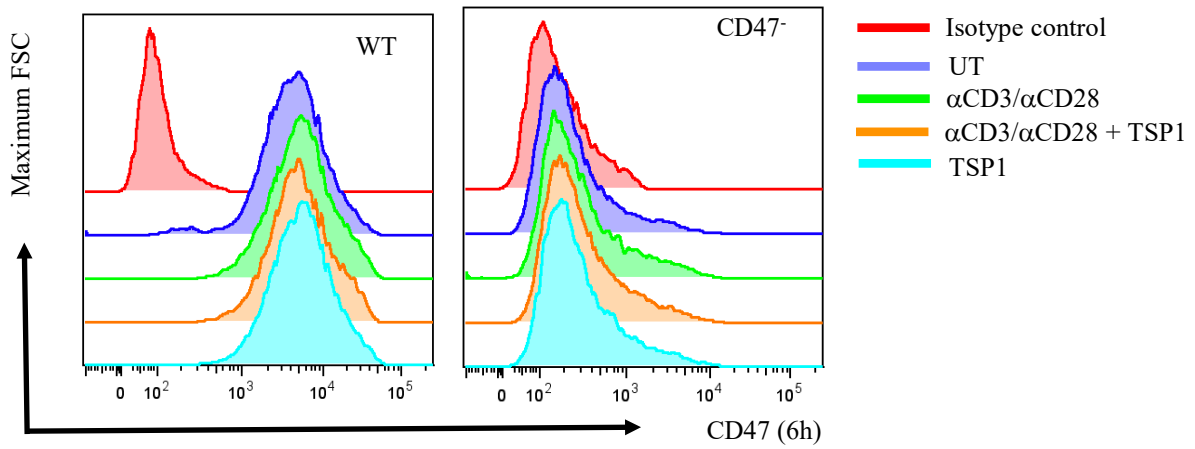

Figure S4

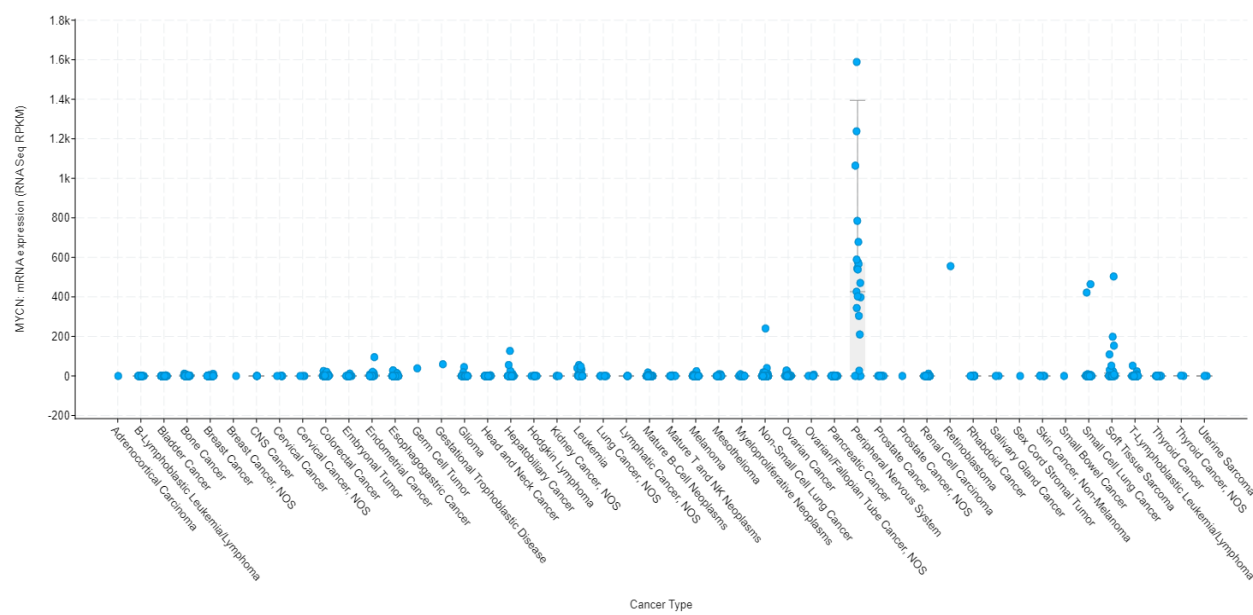

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

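Gene expression was measured by RNA sequencing in 20 libraries, 10 from WT Jurkat T lymphoblasts and 10 from the CD47- line JinB8. Each line had 1 untreated library at 1 h and 1 library at each of 1, 3 and 6 h for CD3+CD28, CD3+CD28+TSP1 and TSP1 alone. The authors trimmed reads with Cutadapt, aligned them to GRCh38 with STAR in its two-pass mode and counted them with RSEM on GENCODE version 36. The deposited tables hold RSEM expected counts for 60719 genes and 232184 isoforms, not divided by library size or length, and the values, which are at least 0 and partly not whole numbers, were checked for this. Each table also holds 2 columns that belong to no sample of the study, and these were not used. The paper's text does not name the batch that was removed with ComBat or the cutoff of its low-count filter, so neither step was repeated. Transcript and gene positions were taken from GENCODE version 44, matched by gene identifier without its version, and 16269 of 16327 tested genes were found there. The strand setting of RSEM is not given in the paper's text.

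Counts were rounded for edgeR and DESeq2 and left unrounded for limma voom. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. In edgeR, genes were kept by filterByExpr by line (minimum count 10, minimum total count 15), libraries were scaled by TMM factors, and quasi-likelihood tests were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The comparison of the lines used all 20 libraries, 10 per line, without further terms. The comparisons of treatments and time points used a single model of the 20 libraries with a coefficient for each line and treatment and a time term for 3 and 6 h in each line, so that 1 estimate of the spread served every contrast. The differences between the lines in a response were tested as interactions in the same model. Isoforms were tested in the same way as genes. The balance of the MYCN isoforms was tested on the log2 ratio of expected counts with a pseudocount of 1 by an exact sign-flip test, and shares of ΔMYCN 17.1 were compared by a permutation test with 100000 resamples. Pairs of libraries were compared on log2 CPM with a pseudocount of 0.5, and principal components were computed on log2 CPM with a pseudocount of 1.

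Library totals ranged from 20483642 to 31737616 in WT and from 16107921 to 28525524 in CD47- cells. A total of 3 counts, taken as the limit of detection, corresponds to between 0.0979 and 0.156 CPM depending on the library. Counting intervals are exact at 95% confidence, take the counts as RSEM assigned them and cover counting error only. The tests were run on simulated data with 200 changed genes drawn at the means and sizes of these libraries. Each gene had the spread fitted for its abundance, and the simulated line comparison had no change with time. Of genes changed 4-fold, the line comparison recovered 100% and the comparison of CD3+CD28+TSP1 with CD3+CD28 in WT cells recovered 98%.

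The genes named in the text were chosen by a rule. They are the genes that the paper names for Jurkat cells or marks as differing between the lines. To these were added the 5 genes higher and the 5 lower with the largest changes between the lines. These were picked among called genes with a mean log2 CPM of at least 1 that moved the same way in all 10 pairs. Up to 3 genes with the smallest p in each other contrast were also named. So were a list of 16 genes of T cell activation and a list of 10 genes of T cell receptor and CD28 signaling. The values of the paper's Data S1 had been seen when the rule was written. The alternatives were DESeq2, limma voom with quantile normalization, upper-quartile factors, no low-count filter, a stricter filter of 1 CPM in every library, a block for the 10 matched pairs, a time term, the activated or unactivated pairs alone, a time effect shared by both lines, the libraries of 1 line alone, other pseudocounts, counts divided by transcript length, and each library left out in turn. These choices, the tests and the rule for named genes were made before the data were examined, apart from a model that pools both TSP1 states, exact permutations of the MYCN isoforms and of the activation list within time points, the comparison of MYC family genes within pairs, 2 lists of marker genes, 1 of mesenchymal and 1 of carcinoma cells, splits of the libraries into other groups, and most tests of technical explanations, which were added afterwards. Real-time PCR, imaging, mouse and tumor data of the paper have no counterpart in these files and were left out. Results for some genes that this rule selects are not reported here.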

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

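Every test in this part was chosen after the result it concerns was seen, except the activation list and the interaction of line and activation, which were fixed earlier, and the 2 tests of the ribosomal protein share, which were written down before their outcome was known.

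Among 32 groups of 10 libraries or fewer that were tested for a single library far from the rest, 3 had one, and chance gives about 1.6. The WT library given CD3+CD28+TSP1 at 6 h had 31.74 M counts, against 20.48 to 25.93 M in the other WT libraries. The CD47- library given CD3+CD28+TSP1 at 3 h had 16.11 M counts, against 21.95 to 28.53 M in the other CD47- libraries. In the same CD47- library, genes of ribosomal proteins took 5.059% of the counts, against 6.667% to 7.391% in the others. Its lower depth cannot be told apart from other sources, since thinning the other 9 CD47- libraries to its total, which left their lowest share at 6.669%, keeps a share by construction, and no other CD47- library is as shallow. A larger part of counts on genes that code for no protein does not account for the share, since that part was 15.15% in this library and 15.11% to 21.43% in the others. This library also had the lowest correlation with its line. A difference in library preparation and an effect of the treatment at 3 h stay open, since the condition was sequenced once, and neither was tested. Leaving the library out moved the line difference from 6596 to 6855 genes.

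Genes of T cell activation rose less in CD47- than in WT cells. Of 16 listed genes 13 were tested, and the interaction of line and activation in the presence of TSP1 passed the threshold for 8 of them adjusted over the list alone and for 0 over all genes by edgeR, where 1048 genes had an unadjusted p under 0.05, with 4 genes by DESeq2 and 0 by limma voom. The interaction was −0.91 for TNF, −2.27 for CD69, −1.35 for EGR1, −1.56 for EGR2, −1.21 for EGR3, −1.35 for FOS, −1.31 for NR4A1 and −1.68 for DUSP2 on the log2 scale. It was negative for 12 of the 13 genes with a median of −1.21, and none of 10000 random lists of 13 genes had a median as low, the lowest being −0.242. Genes of a random list were drawn singly, whereas activation genes can move together in a library. The random lists therefore do not measure the spread between libraries. The median log2 difference between CD3+CD28+TSP1 and TSP1 alone was 1.24 at 1 h, 1.74 at 3 h and 0.725 at 6 h in WT cells, and 0.228, 0.231 and −0.0133 in CD47- cells. Both lines had 3 pairs of libraries. The outlying CD47- library at 3 h is not the source, since the median interaction without it was −1.31. Whether CD47- cells start from a higher level cannot be told apart, because the median difference between the lines with TSP1 alone was −0.151 over the 13 genes but went from −0.916 at 1 h through −0.00734 at 3 h to 0.525 at 6 h. Transcripts of the receptor chains were lower in CD47- cells in 10 of 10 pairs, with log2 fold changes of −3.08 for TRAC, −0.80 for TRBC1 and −0.60 for TRBC2. TRBC2 was not called (edgeR adjusted p = 0.0768). The kinase gene ZAP70 was lower too (−0.92). CD3E (0.18, edgeR adjusted p = 0.0494) and CD3G (0.34) were higher, and CD3D, CD247 and LCK were not called. CD28, which encodes a costimulatory receptor, was higher in CD47- cells (2.35, edgeR adjusted p = 3.94e-10). Whether receptor levels contribute was not decided. With 1 line of each kind this cannot be told apart from an effect of CD47 or from any other difference between the lines, so a lower response in the absence of CD47 is a hypothesis only.

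COL1A2, which the paper does not discuss, reached 2.72 CPM in the WT library given CD3+CD28+TSP1 at 1 h. It was present at 1.14 to 2.72 CPM in 9 libraries and at no more than 0.0408 CPM in the other 11, where at most 1 count was found. The same 9 libraries held 6.87 to 11.8 CPM of THBS1, the gene of TSP1, and the others at most 1.35 CPM. These 9 are the WT libraries except those given TSP1 at 1 h and CD3+CD28 or CD3+CD28+TSP1 at 6 h, and the CD47- libraries given CD3+CD28 or CD3+CD28+TSP1 at 6 h. Addition of TSP1 does not account for the pattern, since 7 of the 12 libraries given TSP1 lacked the counts and 4 of the 8 libraries without TSP1 had them. RNA from other cells could be a source. Of 16 listed genes of collagen-producing mesenchymal cells, 4 were higher in each of the 9 libraries than in the other 11 (COL1A2, COL3A1, DCN and LUM), but 9 of the 16 had a median above 1 CPM in the 11 libraries, which would hide a small amount. POSTN, another of the 16, had a median of 0 in both groups of libraries. Of 14 listed genes of adherent carcinoma cells, 1 was higher in each of the 9 libraries (CAV1), and 6 of the 14 had a median above 1 CPM in the other 11. Neither source can be told apart from the other or from an unlisted one. The pattern matches neither the treatments nor the lines exactly, but most of the 9 libraries were WT. THBS1 was lower in the CD47- library in 8 of 10 matched pairs and higher in 2. Apart from addition of TSP1, no biological explanation was tested.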

How the results depend on the processing

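The splits of the libraries, the model that pools both TSP1 states, the comparisons of MYCN isoforms and of the activation list within time points and the comparison of MYC family genes within pairs were chosen after the results were seen. The other alternatives were set in advance.

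The difference between the lines kept its size under most settings. The count of 6596 genes became 6997 with DESeq2, 6855 with limma voom, 6658 with upper-quartile factors, 7739 without a low-count filter, 4962 with the stricter filter, 8957 with a block for the matched pairs and 9604 with a time term. Leaving out 1 library at a time gave 6307 to 6855 genes, and 1697 to 1772 in place of the 1709 at the paper's threshold. With fewer libraries the count fell to 2706 with the 4 unactivated pairs and to 4067 with the 6 activated pairs. At the paper's threshold, 2617 genes passed without a filter and 684 with the stricter filter, where fewer genes are tested. The other settings gave 1148 to 1819. The isoform count of 8354 lay between 8115 and 11011 in its alternatives. Of 100 splits of the libraries into 10 and 10, only the real one (1 of 100) reached 6596 genes, the next having 3196, and only the real one (1 of 100) reached 1709, the next having 161. For isoforms it was 1 of 60 splits. A grouping by chance does not account for these 3 counts.

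MYC was weaker with the 4 unactivated pairs, at 1.02 (adjusted p = 0.156, against 1.04e-10 to 0.156 over its alternatives). MYCN, MYCL and CD47 kept their direction and their call in each alternative in which they were tested, and MYCN was not tested under the stricter filter. Of 40 called genes named in the line comparison, 27 kept direction and call in each alternative and with each library left out. Of 1144 such comparisons 1076 were unchanged, 67 lost the call and 1 reversed. Of 14 genes not called, 6 were unchanged throughout, and of their 403 comparisons 366 were unchanged, 26 gained a call and 11 reversed. The log2 fold change reversed to 0.23 for DUSP2 and 0.14 for PDCD1 with the 4 unactivated pairs, to 0.14 for EEF1A1 with limma voom and to −0.37 for FOS with the 6 activated pairs. The cause was not tested. FOS in the line comparison, at 0.037, ranged from −0.10 to 0.33 as libraries were left out, and was negative without any 1 of 8 of them. MCL1 lost its call without the WT library given CD3+CD28 at 1 h (−0.81, adjusted p = 0.0518) and CD40LG without the untreated WT library (0.26, adjusted p = 0.0519).

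Counts for the treatment contrasts depend on the low-count filter. Without it, edgeR called 271 genes for CD3+CD28 against untreated cells in WT and 256 in CD47- cells, 201 and 538 for CD3+CD28+TSP1 against TSP1, 84 and 401 for CD3+CD28+TSP1 against CD3+CD28, and 250 and 540 for TSP1 alone against untreated cells. The interactions then gave 140 genes for the effect of TSP1 and 255 for activation with TSP1. These unfiltered counts carry little weight, since that fit gave the CD69 interaction with activation an edgeR adjusted p of 5.36e-54 at an unchanged −2.27. DESeq2 gave 7 and 2 genes for CD3+CD28 against untreated cells in WT and CD47- cells, 53 for CD3+CD28+TSP1 against TSP1 in WT cells, 1 for CD3+CD28+TSP1 against CD3+CD28 in WT cells, 1 and 2 for TSP1 alone in WT and CD47- cells, and 4 for the interaction with activation. Limma voom gave 28 genes for CD3+CD28+TSP1 against TSP1 in WT cells. With only the WT libraries in the model, the counts in WT cells were 59 for CD3+CD28 against untreated cells, 5 for CD3+CD28+TSP1 against TSP1 and 11 for TSP1 alone. A time effect shared by both lines left 2 genes for CD3+CD28+TSP1 against TSP1 in WT cells, and reversed CD47- values near 0, to −0.0067 for FOS and 0.043 for SCG2. The model that pools both TSP1 states called 46 genes for activation in WT cells and 1 for the interaction with activation, FOS (−1.46, adjusted p = 0.0134, against 4.71e-15 to 0.971 over its alternatives). The cause was not tested.

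The 15 genes called in WT cells for CD3+CD28+TSP1 against TSP1 ranged from 0 to 42 as 1 library was left out. The count was 1 without the CD3+CD28+TSP1 library at 1 h, 0 without that at 3 h and 0 without that at 6 h, and 0 without the TSP1 library at 1 h, 4 without that at 3 h and 42 without that at 6 h. The interaction with activation ranged from 0 to 9, with 9 without the WT library given TSP1 at 6 h, and that with the effect of TSP1 from 0 to 1, with 1 without the WT library given CD3+CD28 at 3 h. The other contrasts between treatments stayed at 0. Ranges that crossed 0 were −0.068 to 0.16 for FOS and −0.15 to 0.19 for SCG2 in CD47- cells (CD3+CD28+TSP1 against TSP1), −0.15 to 0.038 for CD40LG in WT cells in the same contrast, and −0.11 to 0.21 for the effect of TSP1 on MYCN in activated WT cells. Of 10 splits of the 6 WT libraries into 3 and 3, only the real one (1 of 10) gave 15 genes or more. These splits cannot give a share under 0.1, so they do not exclude chance for this count. For the activation list as a whole, a test chosen after the values were seen argues against chance in WT cells. With the 6 activated and 4 other WT libraries exchanged only within time points, the mean of its 13 tested genes was higher with activation by 1.10 on the log2 scale (exact permutation test, p = 0.0185, the smallest that the 54 arrangements allow). In CD47- cells it was higher by 0.19 (exact permutation test, p = 0.0556). For the contrasts with 0 genes, 10 of 10 splits, and for the interactions 100 of 100, reach a count of 0 by construction, so they leave chance undecided.

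The change between 6 h and 1 h kept its size, with 6951 to 8243 genes in WT and 7245 to 9653 in CD47- cells as libraries were left out and 7670 to 9146 over the other settings. Only the real split (1 of 10 in each line) reached these counts, which 3 libraries against 3 cannot place under 0.1. The MYCN isoform balance of −0.80 was −1.41 with counts divided by transcript length and −0.81 to −0.77 with other pseudocounts. In activated CD47- cells, ΔMYCN 17.1 became lower past the threshold (−0.16, exact permutation test, p = 0.0185) when libraries were exchanged only within time points; the cause was not tested. No library had under 10 MYCN counts, so leaving out such libraries changed nothing. Depth limits what can be said of WT cells, in which MYCN has 13 to 23 counts per library, and of TIGIT, MYCNOS, ENTPD1, IL2 and IFNG, which did not pass the low-count filter.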

Differences from the paper's values

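The number of genes of Data S1 found here was counted, and the isoforms were compared within time points, after the results were seen, and the other tests of this part were set in advance, apart from the model that pools both TSP1 states.

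For MYCL, the paper's reported log2 fold change in Data S1 is 1.83 and the value here is 1.99, a difference just above the SE of 0.156. Of the alternatives set before the data were examined, the value fell within that error with the 4 unactivated pairs (1.91), a block for the matched pairs (1.96), a time term (1.96) and limma voom with quantile normalization (1.87), and without any 1 of 7 libraries. These are the 3 CD47- libraries given a treatment for 6 h, the WT libraries given CD3+CD28 at 1 and 3 h and the WT libraries given CD3+CD28+TSP1 at 3 and 6 h. It stayed outside with the 6 activated pairs (2.08), DESeq2 (2.00), no low-count filter (2.00), the stricter filter (2.00), upper-quartile factors (2.02) and with any of the other 13 libraries left out. The other genes compared with Data S1 lay within their error, and the paper's fold changes in the text, 2.1 for MYC, 12 for MYCN and 3.5 for MYCL, are close to the 2.21, 12.8 and 3.97 found here. Of the paper's 1988 genes in Data S1, 1768 were tested here, 1768 had the same direction, 1757 were called by edgeR and 1570 also passed the paper's threshold.

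The paper proposes from RNA sequencing that MYCN 43.4 is the predominant isoform in CD47- cells. Its real-time PCR with isoform primers also assigned most of the MYCN increase in untreated CD47- cells to MYCN 43.4. Its in situ hybridization section calls MYCN 43.4 predominant too. PCR and imaging have no counterpart in these files, so the counts bear on the statement from RNA sequencing only. In the expected counts ΔMYCN 17.1 was the larger in 9 of 10 CD47- libraries, with 63.3% ± 8.17 of the MYCN counts, and with counts divided by transcript length its share was 72.5% ± 6.96. In the CD47- library given CD3+CD28 at 3 h MYCN 43.4 had the larger count, and the bars of Figure 3B show the same order in each CD47- condition. The paper also proposes, from low counts, some induction of both isoforms by activation in CD47- cells. Here MYCN 43.4 was at 4.30 CPM with and 3.47 CPM without activation (exact permutation test, p = 0.305). ΔMYCN 17.1 was at 6.60 and 7.01 CPM (exact permutation test, p = 0.681). Both groups pool libraries with and without TSP1, whereas Figure 3B compares untreated cells with CD3+CD28. Within time points, in a test chosen after seeing the values, ΔMYCN 17.1 was lower in each activated library than in each other library (log2 difference −0.16, exact permutation test, p = 0.0185, the smallest possible), and MYCN 43.4 did not pass the threshold (0.20, exact permutation test, p = 0.426). The rise of MYCN 43.4 in Figure 3B from untreated cells to CD3+CD28 at 3 and 6 h is present here too. In that comparison ΔMYCN 17.1 was at 5.39 CPM in the untreated CD47- library. With CD3+CD28 it was at 5.01 CPM at 1 h, 5.69 CPM at 3 h and 8.89 CPM at 6 h, so it was higher by 6 h. ΔMYCN 17.1 was highest at 6 h also with TSP1 alone (9.57 CPM). Without an untreated library at 6 h, time cannot be separated from activation in this comparison.

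CCR9 is shown as higher in CD47- cells by real-time PCR in Figure 1B. In the RNA sequencing it was lower, with a log2 fold change of −2.38 and a lower value in 10 of 10 pairs, and Data S1 gives it as lower too. TNF, PREX1 and RAG1 have the direction of Figure 1A, C and D. The paper states that MCL1 mRNA did not differ basally between the lines by real-time PCR in Figure 6A, where its log2 fold change over all libraries was −0.999 here. The only untreated pair, at 1 h, differed by −0.99 on the log2 scale. At 1 h MCL1 was lower in each CD47- library (at most 510.3 CPM) than in each WT library (at least 867 CPM). Figure 6A is at 6 h, when no untreated library was sequenced, so the time points differ. The mean log2 difference over 3 pairs at 6 h was −0.40. With TSP1 alone, the pair differed by −1.09 at 1 h, 0.094 at 3 h and −0.328 at 6 h, smaller at the later times. MCL1 was not called with the libraries of the 4 unactivated pairs, fitted without a term for pair or time (−0.75, adjusted p = 0.322, against 1.39e-05 to 0.322 over its alternatives), with the 6 activated pairs (−1.12) or with limma voom (−0.64). CD40LG and TNF were higher in CD47- cells here as in Figure 6. The paper states that activation for 6 h without TSP1 raised MCL1 and TNF in WT cells by real-time PCR. No untreated library exists at 6 h, and for CD3+CD28 at 1, 3 and 6 h against the untreated library at 1 h the log2 fold change was 0.61 for MCL1 and 1.20 for TNF, which edgeR did not call (adjusted p = 0.565 for each). In a contrast unlike that of the paper, CD3+CD28+TSP1 against TSP1 over 1, 3 and 6 h, edgeR called neither in WT cells, but DESeq2 called MCL1 (adjusted p = 0.0294, against 2.62e-06 to 1 over its alternatives) and TNF (adjusted p = 0.0461, against 0.0047 to 1 over its alternatives). MCL1 was also called without the WT library given TSP1 at 6 h (0.71, edgeR adjusted p = 0.0315). TNF was also called by the model that pools both TSP1 states, which was chosen after seeing the values (edgeR adjusted p = 0.0108). Both were called without a low-count filter too, but that fit gave very small p-values at unchanged effect sizes and carries little weight. The paper states that Jurkat cells do not express SIRPα. SIRPA had 10 counts summed over the WT libraries, at 0.0441 ± 0.0597 CPM, and 247 over the CD47- libraries, at 1.03 ± 0.294 CPM. In Table 1, CD69, TNF and NCR3LG1 carry no mark for a difference between the Jurkat lines and were called here.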

Other observations

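The tests in this part that were chosen after the result was seen are those on time without activation and on paralogs. The test of neighboring genes against shuffled positions was fixed earlier, and its expected outcome was written down before it was run.

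Time moved more genes than any treatment. Between 6 h and 1 h, 8238 genes differed in WT cells (4195 higher, 4043 lower) and 8646 in CD47- cells (4237 higher, 4409 lower), with HECA (−1.85) and SLC30A1 (−2.19) among those with the smallest p in WT cells and GAB2 (−3.19), IPO4 (2.25) and CAMK4 (−2.11) in CD47- cells on the log2 scale. Engagement of CD3 and CD28 is not needed for this change. In the activated libraries alone, 7324 genes were called in WT and 9412 in CD47- cells, and 98% and 97.8% of them moved the same way between the libraries given TSP1 alone. Time since plating, handling and the medium stay open, as untreated cells were sequenced at 1 h only.

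Genes that differ between the lines lie next to each other along the chromosomes more often than shuffled positions give. Of 16254 genes with a position and a neighbor, 274 were called with an absolute log2 fold change over 3 (180 higher, 94 lower), and 31 of them, 11.31%, had a next gene past the same threshold in the same direction. In 10000 permutations of gene positions the mean was 0.917% and the highest number was 12 (permutation test, p = 1e-04, the smallest the shuffles can give). With thresholds of 1 and 5 the share was 16.69% and 8.451%, against shuffled means of 5.968% and 0.213%. Reads shared between related genes do not account for all of it, since without genes that share a symbol stem with a gene up to 10 genes away the share was 3.65%, against a shuffled mean of 0.761% (permutation test, p = 2e-04). The longest runs were 7 genes of the CSAG and MAGEA families on chromosome X from 152708261 to 152760222, with a median log2 fold change of 4.18, and 4 genes around MAGEB1 on chromosome X (4.24). Runs of 3 genes were RAG1, RAG2 and IFTAP on chromosome 11 (−5.37), TRAV8-4, TRAV16 and TRAV17 on chromosome 14 (−3.10) and FRG2C, ZNF717 and ROBO1 on chromosome 3 (5.11). A candidate explanation is that part of the difference comes from changes over chromosome segments, in copy number or chromatin, that the CD47- line carries beside the loss of CD47. Coordinated regulation of neighboring genes by CD47 was not tested, and with 1 mutant line it stays open.

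The paper measured the response of MCL1, CD40LG and TNF to activation and TSP1 in Jurkat cells by real-time PCR. In the RNA sequencing, with CD3+CD28+TSP1 against TSP1 by edgeR, where other settings, DESeq2 among them, called MCL1 and TNF in WT cells, the log2 fold change of MCL1 was 0.50 in WT (edgeR adjusted p = 0.389) and −0.084 in CD47- cells (edgeR adjusted p = 0.756), that of TNF was 0.93 in WT (edgeR adjusted p = 0.161) and 0.022 in CD47- cells (edgeR adjusted p = 0.946), and that of CD40LG was −0.069 in WT (edgeR adjusted p = 1) and −0.19 in CD47- cells (edgeR adjusted p = 0.328). With CD3+CD28+TSP1 against CD3+CD28 in WT cells, MCL1 changed by −0.0080, TNF by 0.092, CD40LG by −0.0032 and MYC by −0.0052 (edgeR adjusted p = 1 for each). In CD47- cells MYC changed by 0.013 (edgeR adjusted p = 0.973).

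The lists fixed for activation and for T cell receptor and CD28 signaling also differed between the lines. Of 16 activation genes 13 were tested, 9 called over all genes and 10 adjusted over the list alone. Of 10 genes of the receptor and CD28 list 10 were tested, 6 called over all genes and 7 adjusted over the list alone. These counts come from the fit without a term for pair or time. With a block for the matched pairs, EGR1 (edgeR adjusted p = 0.000988) and EGR2 (edgeR adjusted p = 9.68e-05) gained the call over all genes. FOSB lost it (edgeR adjusted p = 0.212), and the receptor gene TRBC2 gained it (edgeR adjusted p = 9.26e-05). TRAC was lower in CD47- cells, at 184 ± 62.7 CPM in WT and 21.8 ± 5.12 CPM in CD47- cells, and CD28 was higher, at 45.1 ± 17.0 and 230 ± 17.4 CPM. ETS1 was higher (log2 fold change 1.47) and CD274 lower (−1.46), while YOD1 (0.095), EEF1A1 (−0.24) and THBS1 (−1.46) were not called. The last 2 depend on the setting. EEF1A1 turned positive with limma voom and was called with a time term (adjusted p = 0.0251, against 0.0251 to 0.694 over its alternatives). THBS1 was called with the 4 unactivated pairs (−3.60, adjusted p = 0.028), a block for the matched pairs (−2.37, adjusted p = 0.0457) and a time term (−1.96, adjusted p = 0.0445), against 0.028 to 0.53 over its alternatives, and without the CD47- library given CD3+CD28 (−1.98, adjusted p = 0.0437) or CD3+CD28+TSP1 (−2.04, adjusted p = 0.0374) at 6 h, the CD47- libraries in which it was high.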
